# Analysis of transcriptome and metabolome characteristics of blood in yaks at different reproductive stages

**DOI:** 10.3389/fvets.2025.1633877

**Published:** 2025-10-17

**Authors:** Yandong Kang, Jie Pei, Lin Xiong, Xiangying Kong, Fujun Liu, Yuqing Zhou, Shengbin Shang, Yulong Feng, Haiqin Li, Xiaolei Wu, Min Chu, Shoubao Zhao, Xian Guo

**Keywords:** yak, reproduction, transcriptome, metabolome, blood

## Abstract

The reproductive physiology of yaks differs significantly from that of other cattle breeds due to late sexual maturity, low fecundity and short estrus time. How to improve the reproductive efficiency of yaks has become the main research content and goal of yak reproduction technology. In this study, we collected blood samples from adult female yaks (4–8 years old) during different reproductive periods, including the period of anestrus (Y-A), estrus (Y-E) and pregnancy (Y-P), and investigated the changes of RNA expression and steroid hormone levels in yaks during different reproductive periods by using RNA-seq and target metabolomics, and screened for the genes and regulatory pathways. DEGs such as *PDK4*, *ALAS2*, *GLP1R*, *SLC25A39*, *PGAP6*, *FOS*, *CD36*, *MMP9* and *BCL-6* were identified to play key roles in ovarian function, follicular development, hormone homeostasis and energy metabolism. Functional annotation and enrichment analysis indicated that DEGs were involved in ovarian angiogenesis, hormone synthesis and follicular development. In order to reveal the deep interaction between steroid hormone metabolism and gene expression, the weighted gene co-expression network analysis (WGCNA) method was used. It was found that *SLC25A39* may affect glucocorticoid homeostasis and physiological readiness by regulating energy metabolism during anestrus, *MARCHF2* and DHEA may be closely related to reproductive hormone fluctuation and system activation during estrus, glucocorticoid down-regulation in pregnancy and maintenance of hormone homeostasis and regulation of immune tolerance by DHEA. The results of this study provide a theoretical basis for improving the reproductive performance of yaks and further analysing the reproductive characteristics of yaks.

## 1 Introduction

Yak (*Bos grunniens*) is a special breed of cattle mainly distributed in the Qinghai–Tibetan Plateau region, which has received widespread attention for its adaptability to harsh environments, cold and drought tolerance, and high resistance to adversity (1, 2). Yak industry is one of the important animal husbandry industries in the Tibetan Plateau region of China, and in yak industry, breeding production is a key link, which affects the development and economic benefits of the whole industry. Yaks show unique survival adaptability in the extreme high-altitude environment, but their reproductive performance is limited by a series of intrinsic physiological characteristics and external environmental factors (3). Specifically, this is reflected in the long breeding cycle, inconsistent estrous cycle, obscure estrous performance and low conception rate, which poses a serious challenge to the large-scale and intensive development of yak breeding industry.

Blood is a more readily available biological fluid in living organisms and, in contrast to other tissues, blood samples can be sampled repeatedly over time without altering the physiological state of the animal (4). Transcriptomics analysis is a powerful tool for identifying gene expression signatures (5, 6), as a highly accessible source of information, blood is a major conduit for nutrient, cellular and analytical signals. Therefore, the use of blood transcriptomics can be used to detect changes in the physiological state of livestock due to health, reproductive status, diet, nutrition or stress or to develop new biomarkers for infectious diseases (7). Blood metabolomics is a method of assessing the physiological status and reproductive performance of animals by monitoring and analysing metabolites in their blood. It has been shown that the concentration of specific metabolites in the blood correlates with the fertility and length of gestation of the animal. By monitoring metabolites in the blood, it is possible to understand the physiological status, reproductive performance and nutritional requirements of animals during pregnancy (8, 9).

The combination of two technologies, blood transcriptome and blood metabolome, provides more comprehensive information and helps to gain a deeper understanding of the interrelationship between gene expression and metabolite levels in the blood. By analysing the correlation between the two technologies, it is feasible to gain deeper insights into biological processes or disease states, identify potential therapeutic targets or biomarkers, and understand the interaction mechanisms between gene expressions and metabolites, thereby providing more accurate information for disease research and facilitating molecular breeding efforts (10, 11). By comprehensively analysing the transcriptomic and metabolomic data of yak ovarian tissues, the researchers revealed the potential mechanism of N-carbamylglutamate (NCG) on the follicular development process in yaks, which provided valuable insights into the metabolite changes and the regulation of follicular development during the estrous period in yaks (12). In addition, transcriptomic and metabolomic analyses of body fluids from female yaks in estrus and non-estrus conditions revealed the accumulation of metabolites such as amino acids, steroids and organic acids, as well as changes in the expression of key genes, such as miR-129, during estrus in yaks, which provided preliminary insights into the mechanisms of estrus in yaks (11).

In order to study the changes of RNA expression and steroid hormone levels in yak blood during different breeding periods, we screened differentially expressed genes and related regulatory pathways. Whole blood transcriptome sequencing was used to identify differential transcripts in yak blood during estrus and before and after estrus, and target metabolomes were used to identify differential compounds in yak blood during estrus and before and after estrus. The aim of this study is to provide theoretical support for the identification of estrus and early pregnancy diagnosis during yak reproduction through multi-omics analysis, which is of practical significance for improving the calving rate of yaks.

## 2 Materials and methods

### 2.1 Estrus synchronization

Female yaks in good physical condition, with normal reproductive function, free of reproductive tract diseases, and provided with good husbandry management were examined rectally to ensure that there were no female yaks that had been impregnated due to natural mating under grazing conditions, as well as those that had not yet given birth. The simultaneous estrus programme used a combination of progesterone pessary + PGF_2α_ + GnRH, which was firstly buried with a progesterone pessary (Institute of Animal Husbandry Science and Technology, Aba Tibetan and Qiang Autonomous Prefecture, Sichuan Province, China), and the day of pessary release was set as day 0; the pessary was removed on day 7 and an intramuscular injection of sodium cloprostenol (PGF_2α_ 0.4 mg/head) (Ningbo Sansheng Biotechnology Co., Ltd., Zhejiang Province, China) was given; an injection of gona/gonadrin (GnRH 100 μg/head) (Ningbo Second Hormone Factory, Zhejiang Province, China) was given on day 9; and estrus was identified on day 10, together with her timed insemination. The artificial insemination was carried out with reference to the Agricultural Industry Standard of the People’s Republic of China “Technical Procedures for Artificial Insemination of Yaks” (NY/T 3979-2020).

### 2.2 Sample collection

Blood samples were tracked during anestrus (Y-A), estrus (Y-E) and pregnancy (Y-P). Whole blood was collected for transcriptome sequencing using anticoagulated (EDTA-containing) blood collection tubes, with 250 μL whole blood + 750 μL TRIzol LS per tube, and whole blood was collected for metabolome sequencing using anticoagulated (EDTA-containing) blood collection tubes, with 1 mL of blood per tube, and the blood samples were processed and stored in liquid nitrogen immediately after collection. To ensure that the blood samples were collected at the correct stage, the blood of six cows in their second year of calving was selected for sequencing. The samples were collected from the artificially inseminated herd of Yak Breeding and Promotion Service Centre of Qinghai Province (E101°22′, N37°15′), and all the animals were adult yaks aged 4–8 years.

### 2.3 Total RNA extraction and transcriptome sequencing analysis

Total RNA was extracted from blood samples using Trizol LS reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, samples were homogenized, mixed with chloroform, and centrifuged to separate phases. The aqueous RNA-containing layer was collected, and RNA was precipitated with isopropanol, washed with 75% ethanol, and finally dissolved in nuclease-free water. RNA integrity and concentration were assessed, and qualified samples were stored at −80 °C for subsequent analysis.

RNA sequencing libraries were prepared from 5 μg of total RNA using the NEBNext Ultra II RNA Library Prep Kit (New England Biolabs, United States), in accordance with the manufacturer’s instructions. Final library quality was assessed using an Agilent Bioanalyzer, revealing an average insert size of 300 ± 50 bp. Paired-end sequencing (2 × 150 bp) was conducted on an Illumina Novaseq 6000 platform. The downstream raw data format was Fastq, and the Cutadapt software was used to perform quality control on the downstream raw data, removing the reads with joints, containing *N* (*N* indicates that the base information cannot be determined) in a proportion greater than 5%, and low quality (the number of bases with a quality value of *Q* ≤ 10 accounted for more than 20% of the whole read), to obtain the valid data (clean data). The pre-processed valid data (valid data) were then compared to the reference genome (*Bos grunniens*, genome version: v101) using the comparison software HISAT2 (13, 14). Mapped reads for each sample were assembled using StringTie (http://ccb.jhu.edu/software/stringtie/, version: stringtie-2.1.6). All transcriptomes were then merged using gffcompare software to reconstruct a comprehensive transcriptome. After the final transcriptome was generated, StringTie and ballgown were used to estimate the expression levels of all transcripts, and the expression levels of all transcripts were estimated by calculating the FPKM (Fragments per kilobase of exon model per million mapped reads, per thousand transcripts sequenced bases per million sequenced bases value, number of sequenced fragments) values were used to calculate mRNA abundance. Genes were screened in terms of both fold difference and significant level. Folds of difference FC ≥2 or FC ≤0.5 (i.e., |log_2_FC| ≥1) and *q* value <0.05 (|log_2_FC| ≥1 & *q* < 0.05) were used as the threshold criterion (no multiplicity of difference for multiple comparisons, and genes screened for *q* < 0.05 as statistically different between the multiple groups), and genes screened as a result were considered to be differentially expressed genes.

Principal component analysis (PCA) between the three groups of samples was performed using the R package vegan, and gene box plots and correlation clustering heat maps were drawn using the R package stats. The clustering heatmap was used to show the expression of genes in different samples. In order to better visualize the clustering expression pattern, log10 (FPKM+1) was used for non-biological replicates to show the gene expression. For biological replicates, the differential gene FPKM was used for gene expression display by Z-value (Zsample-i = [(FPKMsample-i)-Mean (FPKM of all samples)]/[Standard deviation (FPKM of all samples)]). Differentially expressed genes (DEGs) were enriched by GO (Gene Ontology) using the g:Profiler online website, and KEGG (Kyoto Encyclopedia of Genes and Genomes, Kyoto) was performed on DEGs using Kobas 3.0. Encyclopedia of Genes and Genomes functional analysis with a screening condition of *p* < 0.05.

### 2.4 Metabolite extraction and LC-MS detection

The samples were thawed in the ice water bath and mixed by vortices for 30 s. Then a 200 μL aliquot of each individual sample were transferred to a 1.5 mL Eppendorf tube (Supplementary Table S1). After the addition of 20 μL of ISTD solution and 400 μL of methal, the samples were vortexed for 30 s, followed by centrifuged for 10 min, 12,000 rpm [RCF = 13,800 (×g), *R* = 8.6 cm], and 4 °C. Then 360 μL of water was added in the aliquot of 300 μL supernatant, followed by vortexed for 30 s. After centrifugation (15 min, 12,000 rpm, and 4 °C), a 570 μL aliquot of the supernatant was further purified with SPE. The SPE cartridges were washed with 200 μL of methanol, then equilibrated with 200 μL H_2_O. After loading a sample, the SPE cartridges were washed with 200 μL 10% ACN/H_2_O (v/v) and 200 μL Hexane, the flow-through fraction was discarded. The cartridge was then rinsed with 24 μL 90% ACN/H_2_O (v/v). After this single-step SPE, 36 μL of water were added to the cluent. All the samples were shaked for 3 min, then the clear supernatant was subjected to UHPLC-MS/MS analysis.

Stock solutions were individually prepared by dissolving or diluting each standard substance to give a final concentration of 10 mmol/L. An aliquot of each of the stock solutions was transferred to a 10 mL flask to form a mixed working standard solution. A series of calibration standard solutions were then prepared by stepwise dilution of this mixed standard solution (containing isotopically-labelled internal standard mixture in identical concentrations with the samples).

The UHPLC separation was carried out using an ACQUITY UPLC-I/CLASS (Waters), equipped with a Waters ACQUITY UPLC BCH C8 column (100 × 2.1 mm, 1.7 μm, Waters). The mobile phase A was 0.5 mmol/L NH4F in water, and the mobile phase B was methal. The column temperature was set at 50 °C. The auto-sampler temperature was set at 10 °C and the injection volume was 10 μL. Waters Xevo TQ-S triple quadrupole mass spectrometer (Waters), equipped with an IonDrive Turbo V electrospray ionization (ESI) interface, was applied for assay development. Typical ion source parameters were: Capillary Voltages = 2.50 kV; Cone Voltages = 80 V (pos)/30 V (neg); Desolvation Temp = 550 °C; Desolvation Gas Flow = 1,100 L/Hr; Cone Gas Flow = 150 L/h; Nebuliser Gas Flow = 7.0 Bar. The MRM parameters for each of the targeted analytes were optimized using flow injection analysis, by injecting the standard solutions of the individual analytes, into the API source of the mass spectrometer. Several most sensitive transitions were used in the MRM scan mode to optimize the collision energy for each Q1/Q3 pair (Supplementary Table S2). Among the optimized MRM transitions per analyte, the Q1/Q3 pairs that showed the highest sensitivity and selectivity were selected as “quantifier” for quantitative monitoring. The additional transitions acted as “qualifier” for the purpose of verifying the identity of the target analytes. Water MassLynx V4.1 and Skyline were employed for MRM data acquisition and processing.

### 2.5 Weighted gene co-expression network analysis

Weighted gene co-expression network analysis (WGCNA) target metabolomics part of the data as traits in association with the transcriptome. Based on the gene expression profiles of each breeding period, the selected gene set needs to be screened and filtered before WGCNA analysis to remove the low-quality genes that cause unstable effects on the results and to improve the accuracy of the network construction. The gene-developmental stage co-expression network was constructed using the WGCNA software package (version: 1.69). The correlation coefficients were transformed by a weighting function (adjacency function) to form an Adjacency Matrix, in which the elements are continuous. The fundamental premise is the principle of scale-free networks, which posits that the gene expression network adheres to the power function distribution characteristic of scale-free networks. The gene correlation network was made to conform to the scale-free distribution by successively weighting from 1 to 30 to find a suitable soft threshold. It was determined that the plateau threshold line set for this WGCNA analysis was 0.85 and the soft threshold was 16 (Figure 1A). To be more biologically meaningful, topological overlap measure (TOM) was used to calculate the degree of association between genes, and in addition to analysing the relationship between two genes, the connections between these two genes and other genes were also considered. The division of gene modules is based on the sparsity of connections between genes, and the TOM matrix (Similarity) is transformed into a dissimilarity matrix (Dissimilarity), which in turn constructs a hierarchical clustering tree (Figure 1B), using gene modules generated by the Dynamic Hybrid Shear Algorithm, and optimized merged gene modules [the minimum distance of merged modules (mergeCutHeight) is 0.25]. The minimum number of genes in a module (minModuleSize) was set to 30 for module detection. To identify period-specific modules, the correlation between each module and different breeding periods was explored using the WGCNA package. Modules closely associated with specific time points were screened as period-specific modules.

**Figure 1:**
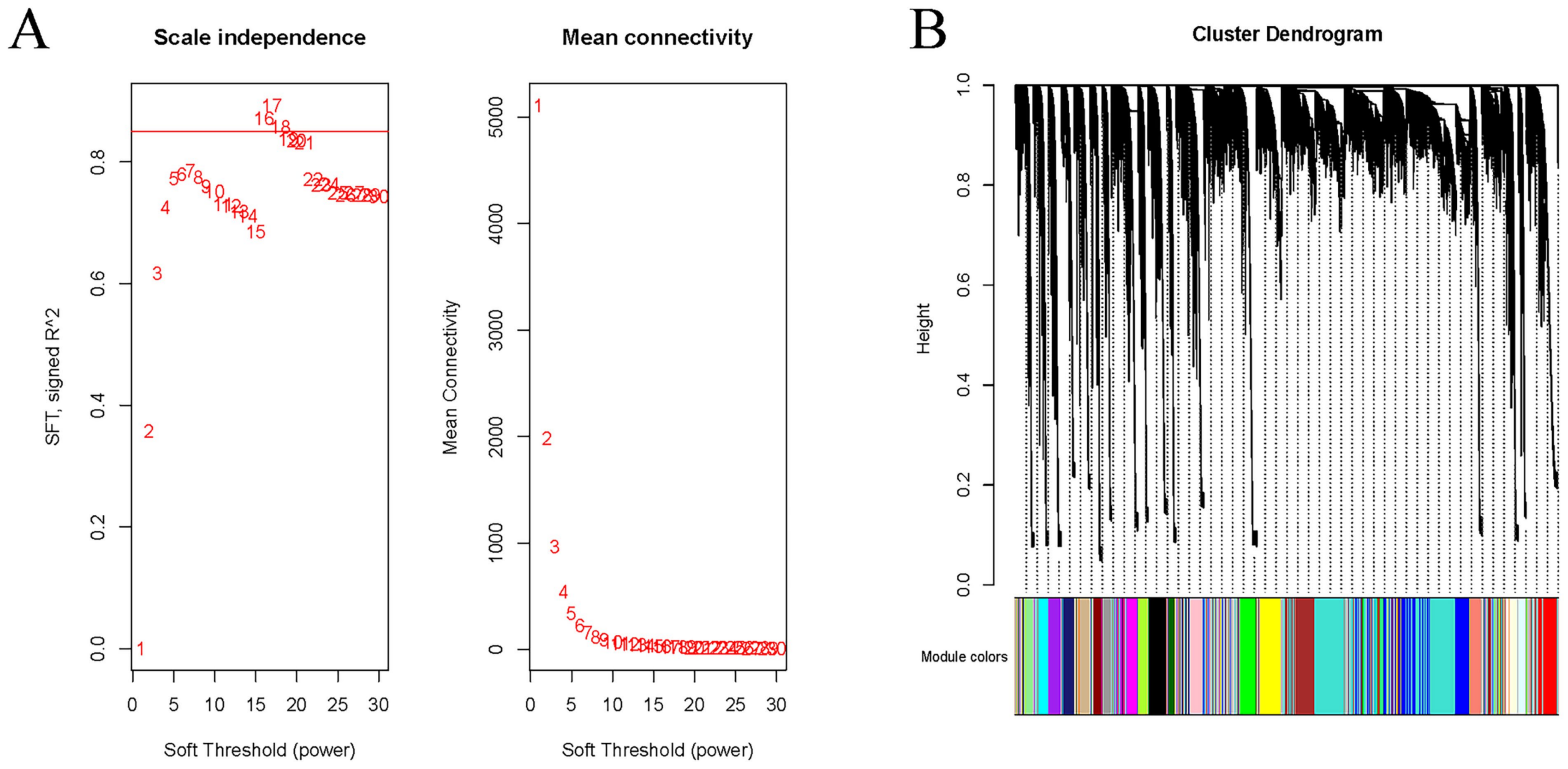
Weighted gene co-expression network analysis. **(A)** Determine the soft threshold. **(B)** Modular system clustering tree.

## 3 Results

### 3.1 Transcriptome analysis

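The blood of 6 cows was followed from anestrus (the Y-A group) through estrus (the Y-E group) to pregnancy (the Y-P group); it was drawn into EDTA tubes with TRIzol LS and gave 6 libraries for each of the 3 stages. The authors aligned the reads with HISAT2 to the *Bos grunniens* genome, estimated expression with StringTie and ballgown, and deposited whole-number counts and FPKM values of 20607 genes in 18 libraries. How the count columns were made is not described in the paper's text. Gene positions are those of the deposited table, and the paper names the genome only by its Ensembl version. Supplementary Tables S3 and S4 list 17 of these libraries; Y-E replicate 6 has no entry in either, and the paper gives no reason for its absence. In these 17 libraries 20537 genes had at least 1 count, and 70 more had counts only in Y-E replicate 6. Values are therefore given first over the 17 libraries and then over all 18, the set chosen for the main tests. Total counts ranged from 30247267 to 41016667 in Y-A (median 33467831), from 31704498 to 34960163 in the 5 Y-E libraries of the study (median 32629118) and from 30343748 to 48401076 in Y-P (median 37176558.5). Y-E replicate 6 held 46404156 counts and raised the Y-E median to 33238796. At these depths, the 3 counts taken as the floor of detection correspond to 0.0620 to 0.0992 CPM, the unit of the normalized levels. The 6 genes annotated to the hemoglobin complex took 3.10% to 16.7% of the counts in Y-A (median 5.64%), 0.0899% to 0.713% in the 5 Y-E libraries (median 0.294%) and 0.0272% to 0.376% in Y-P (median 0.0463%). In Y-E replicate 6 they took 8.36% (95% Wilson interval 8.35% to 8.36%), above every other Y-E library and within the range of Y-A, and the median of all 6 Y-E libraries was 0.452%. Intervals and floors cover counting error only. Differential expression was tested on the counts with edgeR's quasi-likelihood test (two-sided) after TMM normalization, whose factors lay between 0.871 and 1.12. The test covered 14653 genes over the 17 libraries and 14508 over all 18, those kept by edgeR's low-count filter. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the study. The paper's text does not name the test behind its own calls.

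**Figure D1:**
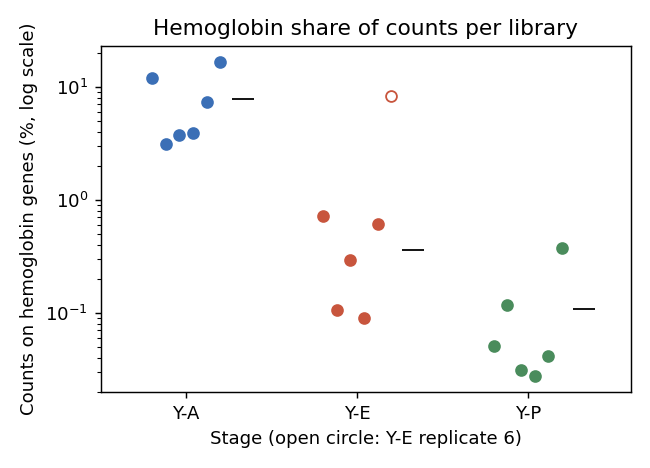
Share of each library's counts (percent, log axis) that fell on the 6 hemoglobin complex genes, with a dot per library, a bar at the mean of the 17 libraries of the study and an open circle for Y-E replicate 6. Y-E replicate 6, at 8.36%, lies among the Y-A libraries (3.10% to 16.7%) and above the other Y-E libraries (0.0899% to 0.713%).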

Bipartite sequencing of 18 samples was conducted on an Illumina Novaseq^™^ 6000 platform using PE150 mode, generating 767,684,034 raw reads (average 42,649,113 per sample). Following the filtration process with Fastp, a total of 745,678,206 clean reads were obtained, constituting in excess of 97% of the original data set. Furthermore, it was observed that a minimum of 99.97% of bases exhibited quality scores of at least 20, with over 97% demonstrating scores of at least 30, and a global content of approximately 49%. The results obtained from this study suggest that the data is of a high quality and suitable for subsequent analysis. The alignment of the clean reads against the reference genome (*Bos grunniens*, v101) revealed that 85.79% were successfully mapped (Supplementary Table S3). Of these, 71% were found to be uniquely mapped to a single genomic location, while 26.05% aligned to multiple locations. The reads that were uniquely matched to a single location on the genome were used for the next data analysis.

In order to assess inter-group variability and reproducibility among the six replicates per group, principal component analysis (PCA) and correlation analysis were performed on all 18 samples. The findings of both analyses demonstrated clear separation between the three groups and high reproducibility among replicates, indicating stable and consistent results (Figures 2A,B). 

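Pearson correlations between libraries were computed on the deposited FPKM values of all genes. Over the 17 libraries of the study, the mean correlation was 0.936 within stages and 0.586 between stages, a difference of 0.349 (one-sided permutation test of the stage labels, p = 1e-05, the smallest p that 100000 permutations can give). With all 18 libraries, the means were 0.871 and 0.589, a difference of 0.282 (same permutation test, p = 0.00058). Within Y-A the correlations ran from 0.799 to 0.991 (median 0.940), within the 5 Y-E libraries from 0.945 to 0.983 (median 0.965), and within Y-P from 0.858 to 0.985 (median 0.915). Y-E replicate 6, left out of Figures 2A,B without a stated reason, lowered the Y-E minimum to 0.266 and the median to 0.955. For each of the 17 libraries, the library with the highest correlation came from the same stage, which held for 15 of the 18. The exceptions were Y-A replicates 1 and 5, nearest to Y-E replicate 6, and Y-E replicate 6 itself, nearest to Y-A replicate 1. On the log2(FPKM + 1) scale, the alternative that moved the separation most, the difference between the means was 0.00481 over the 17 libraries (p = 9e-05, permutation test) and 0.00450 over all 18 (p = 0.00016, permutation test). On that scale 12 of the 17 and 12 of the 18 libraries were nearest to a library of their own stage. When the hemoglobin complex genes were left out, the difference on FPKM was 0.0448 over the 17 libraries and 0.0379 over the 18 (permutation test, p = 7e-05 and p = 0.00019). The first principal component of the FPKM values carried 96.6% of the variance over the 17 libraries and 96.8% over the 18, and the second 1.13% and 1.09%. After the log2 transformation the first component carried 23.9% over the 17 and 22.6% over the 18, and the second 17.3% and 20.0%. Over the 17 libraries, the first and second FPKM components together parted the stages. On the log2 scale the first component set Y-P (−39.9 to −12.8) apart, while Y-A (4.76 to 29.0) and Y-E (−3.63 to 25.7) overlapped. Of the second component's variance, 3.88% lay between stages. There, the libraries nearest to another stage paired Y-A with Y-E, apart from Y-A replicate 6, nearest to Y-P replicate 6.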

Gene-level expression analysis employing FPKM values (Supplementary Table S4) revealed broadly similar expression profiles across groups. The distribution of gene expression levels was quantified in the following manner: 17.27% of genes demonstrated low expression (FPKM <0.3), 51.99% exhibited moderate expression (0.3 ≤ FPKM < 15), 22.33% displayed intermediate expression (15 ≤ FPKM < 60), and 8.41% were highly expressed (FPKM ≥60). 

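Each gene was placed in a class by its FPKM averaged over the libraries. Of the 20537 genes with a count in the 17 libraries, 6921 (33.7%) had a mean FPKM under 0.3, 8554 (41.7%) lay from 0.3 to under 15, 3698 (18.0%) from 15 to under 60, and 1364 (6.64%) at 60 or above. Over all 18 libraries and 20607 genes, the classes held 6977 (33.9%), 8569 (41.6%), 3693 (17.9%) and 1368 genes (6.64%). Between the 18 single libraries, the SD of the share was 1.05 percentage points for the lowest class, 0.816 for the next, 1.15 for the third and 0.401 for the highest. Y-E replicate 6, for whose omission the paper states no ground, had 34.1%, 41.7%, 17.6% and 6.59% of the genes in the 4 classes. Counting each gene and library separately gave 34.8% for the lowest class over the 18 libraries, and 17.3% over the 17 when values of 0 were also left out, a setting chosen after seeing the values. Averaged within a stage, the share under 0.3 was 34.7% in Y-A, 34.4% in Y-E and 33.5% in Y-P.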

In summary, approximately half of the detected genes demonstrated moderately high expression levels.

**Figure 2:**
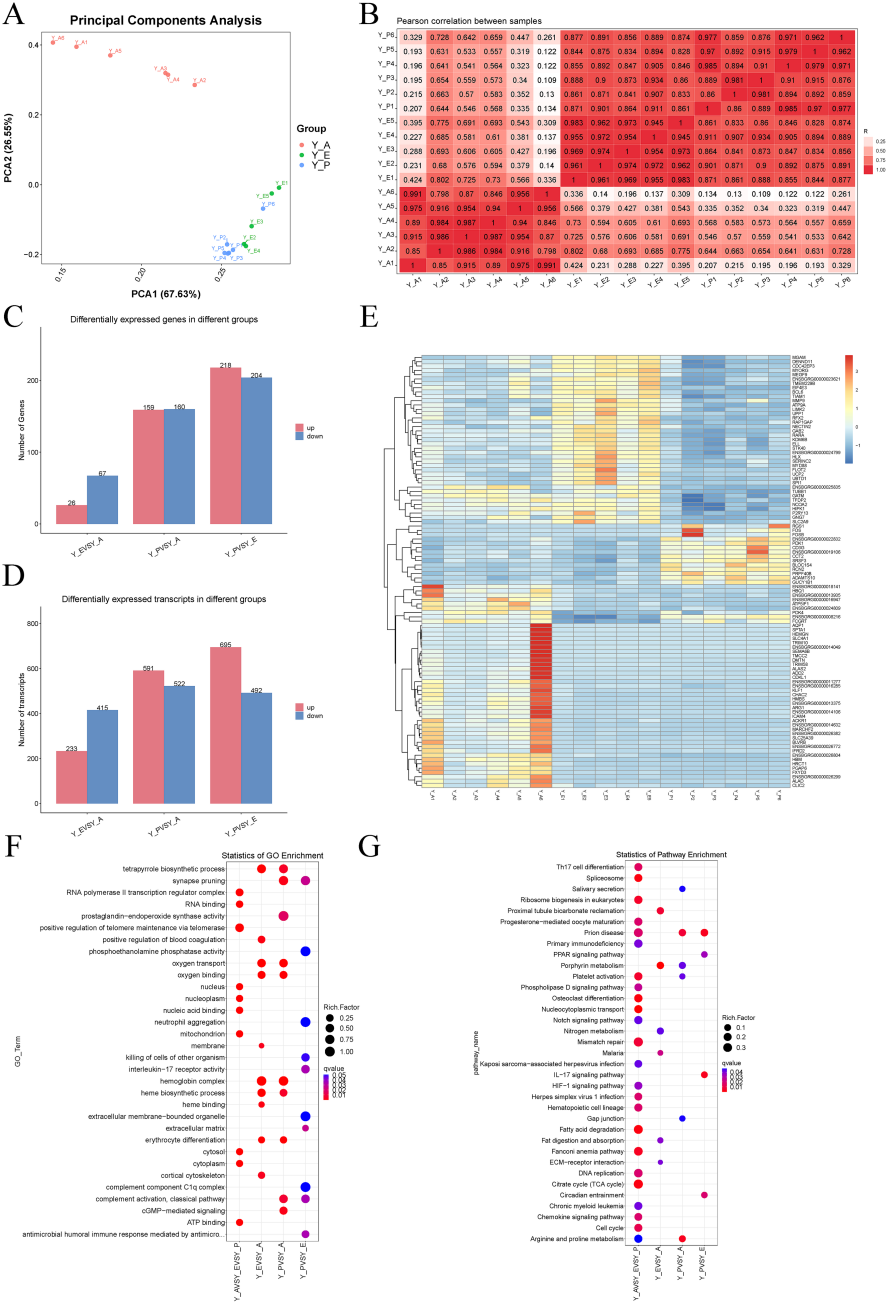
Sequencing results of yak blood transcriptome during different breeding periods. **(A)** Principal component analysis. **(B)** Correlation analysis between samples. **(C)** Differentially expressed genes. **(D)** Differentially expressed transcripts. **(E)** Cluster heat map of the top 100 differentially expressed genes. **(F)** The GO analysis of differentially expressed genes. **(G)** The KEGG analysis of differentially expressed genes.

The Y-A, Y-E and Y-P groups were divided into three comparison groups: Y-E vs. Y-A, Y-P vs. Y-E and Y-P vs. Y-A. Differentially expressed genes and transcripts were screened using |log_2_FC| ≥1 & *q* < 0.05 as threshold criteria (Figures 2C,D). The volcano diagram illustrates the screened DEGs and their overall distribution (Supplementary Figure S1). Specific analyses showed that a total of 93 DEGs were identified between the Y-E and Y-A group, with 26 up-regulated and 67 down-regulated. 

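Over the 17 libraries, 18 genes passed both thresholds in the Y-E vs. Y-A group, 3 of them higher and 15 lower in estrus. An adjusted p under 0.05 alone was reached by 23 genes, and an unadjusted p under 0.05 by 1235. With all 18 libraries 2 genes passed, none higher and both lower, and both were among those 18; 3 genes passed the adjusted p alone and 900 the unadjusted p. Y-E replicate 6, whose omission the paper does not explain, thus changed most of the calls of this fit. Leaving out any other library gave 2 to 4 genes, 4 without Y-A replicate 1, 3 without Y-A replicate 3 and 3 without Y-E replicate 4. With the replicate number as a block, 34 genes passed over the 17 libraries (7 higher, 27 lower), 16 of them shared with the calls above, and 11 over all 18 (2 higher, 9 lower), 2 of them shared; an adjusted p under 0.05 alone was then reached by 54 and 14 genes. DESeq2 on the same counts called 78 genes over the 17 libraries and 9 over all 18. The *FCGRT* gene (*ENSBGRG00000024262*) lies on chromosome 20 from 59131217 to 59138481 on the minus strand and overlaps *RCN3* on the same strand. Its normalized level was 138 ± 17.4 CPM in Y-A (SD, n = 6), 66.0 ± 6.89 CPM in Y-E (SD, n = 5), 69.5 CPM in Y-E replicate 6 and 108 ± 28.1 CPM in Y-P (SD, n = 6). Its log2 fold change was −1.07 over the 17 libraries (SE 0.16, adjusted p = 0.00731, edgeR) and −1.05 over all 18 (SE 0.14, adjusted p = 0.00454), and every Y-E library lay under every Y-A library. The *PDK4* gene (*ENSBGRG00000008799*, chromosome 4, 116835661 to 116847565, plus strand) had 59.5 ± 11.5 CPM in Y-A (SD, n = 6), 23.3 ± 3.54 CPM in Y-E (SD, n = 5) and 31.7 CPM in Y-E replicate 6. *PDK4* had a log2 fold change of −1.35 over the 17 libraries (SE 0.19, adjusted p = 0.00731) and −1.27 over the 18 (SE 0.19, adjusted p = 0.00835). With each library left out in turn, *FCGRT* stayed between −1.10 and −1.0 and *PDK4* between −1.35 and −1.20, and both were called in all 18 fits. Among the 3 higher genes of the 17 libraries, *MGAM* (*ENSBGRG00000002093*, chromosome 4, 17064 to 116522, plus strand) had a log2 fold change of 1.09 (adjusted p = 0.0356), with 65.9 ± 16.2 CPM in Y-A and 140 ± 18.2 CPM in Y-E (SD, n = 6 and n = 5). With Y-E replicate 6, at 51.0 CPM, the log2 fold change of *MGAM* was 0.93 (adjusted p = 0.337, edgeR). Also higher was *ENSBGRG00000021239* (chromosome 29, 7206326 to 7229096, plus strand, overlapping *ENSBGRG00000021808* and *ENSBGRG00000021858*), at 1.02 over the 17 libraries (adjusted p = 0.016; 0.96 with the replicate block, below the fold threshold) and 0.85 over the 18 (adjusted p = 0.374), where Y-E replicate 6 had 7.26 CPM. *MGAM* and *ENSBGRG00000021239* were picked after their values were seen.

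**Figure D2:**
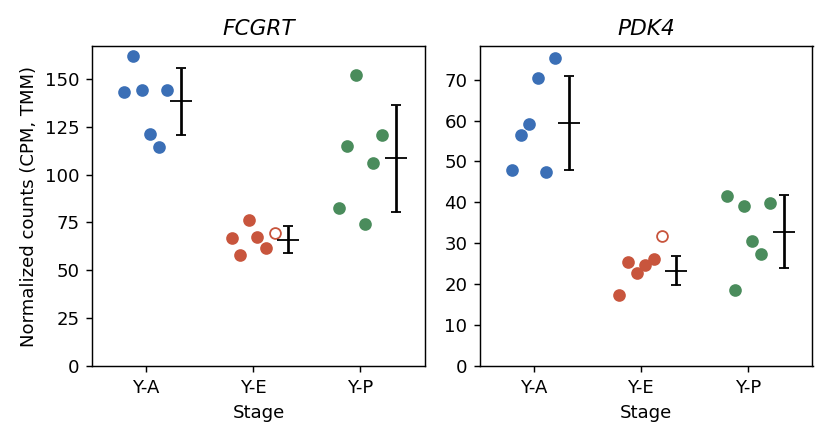
Normalized level of *FCGRT* and *PDK4* (CPM after TMM normalization) in each library by stage, with lines and error bars for the mean and SD of the 17 libraries and an open circle for Y-E replicate 6. For *FCGRT* the Y-E libraries, replicate 6 included, sit between 57.8 and 76.1 CPM and the Y-A libraries between 114 and 162 CPM.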

Three hundred and nineteen DEGs were identified in the analyses of the Y-P and Y-A group, and 159 DEGs were identified. DEGs, 159 with up-regulated expression and 160 with down-regulated expression. In contrast, a total of 422 DEGs were identified in the comparison of Y-P and Y-E group, with 218 up-regulated and 204 down-regulated. 

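In the Y-P vs. Y-A group, 229 genes passed both thresholds over the 17 libraries, 52 of them higher and the others lower in pregnancy. Without the fold threshold 888 genes passed, and 3360 had an unadjusted p under 0.05. Over all 18 libraries, the numbers were 208 genes, 50 higher and 158 lower, then 846 and 3299; with the replicate block 1282 genes passed without the fold threshold. The 2 sets of calls shared 204 genes. Y-E replicate 6 does not belong to either stage compared and enters indirectly, through the common estimate of the spread and the low-count filter among others; the paper does not say why it was set aside. The number of calls fell to 110 without Y-P replicate 2, 134 without Y-P replicate 4 and 136 without Y-P replicate 5. It was 141 without Y-A replicate 6 and 146 without Y-A replicate 5. Of the 208 calls, 24.0% were higher in pregnancy. That share depended on the scaling: without a normalization factor beyond the library size it was 55.6% (145 of 261 genes), and limma on log2 FPKM gave 62.5% (85 of 136) with a pseudocount of 1 and 67.7% (214 of 316) with a pseudocount of 0.1. The median log2 fold change of all tested genes was 0.03 after TMM normalization and 0.19 with the library size only. The higher genes with the smallest adjusted p included *BLOC1S4* (*ENSBGRG00000006240*, chromosome 6, 174481 to 175134, plus strand), with 3.54 ± 0.706 CPM in Y-A and 8.96 ± 2.47 CPM in Y-P (SD, n = 6 each). The log2 fold change of *BLOC1S4* was 1.34 over both sets (SE 0.20; adjusted p = 0.00136 over the 17 libraries and 0.00148 over the 18, edgeR). Next came *ENSBGRG00000007955* at 1.48 over both sets (adjusted p = 0.0024 and 0.00234) and *ADAMTS10* (*ENSBGRG00000025401*) at 1.14 (adjusted p = 0.00244 and 0.00237). Among the lower genes, *GATM* (*ENSBGRG00000019341*, chromosome 11, 53393391 to 53410897, plus strand) had 35.0 ± 1.99 CPM in Y-A and 14.3 ± 3.27 CPM in Y-P (SD, n = 6 each). *GATM* had a log2 fold change of −1.29 in both sets (SE 0.15 and 0.14; adjusted p = 0.000278 and 0.000403). *ATP5IF1* (*ENSBGRG00000013915*) was at −4.78 in both sets (adjusted p = 0.000527 and 0.000687). The hemoglobin gene *HBM* (*ENSBGRG00000014714*, chromosome 26, 47739596 to 47740288, minus strand) had 773 to 3576 counts in Y-A and 0 to 31 counts in Y-P, where 1 library was at or under the floor; its fitted log2 fold change was −7.48 (adjusted p = 2.76e-05 over the 17 libraries and 0.000586 over the 18). All 6 genes kept their direction and their call in each fit that left out 1 library.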

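The Y-P vs. Y-E group gave 378 calls over the 17 libraries, 68 higher and 310 lower in pregnancy, and 387 over all 18, 65 higher and 322 lower. An adjusted p under 0.05 was reached by 2007 genes over the 17 libraries and 2096 over the 18, and an unadjusted p under 0.05 by 4118 and 4246. The calls of the 2 sets shared 312 genes. The Y-E side holds replicate 6 only in the second set, and the paper's reason for excluding it is not stated. Of the 387 calls, 16.8% were higher in pregnancy, against 41.1% (137 of 333) with the library size only, and 47.7% (72 of 151) and 55.3% (194 of 351) with limma on log2 FPKM at pseudocounts of 1 and 0.1. The median log2 fold change of all tested genes moved from 0.04 after TMM normalization to 0.18 with the library size only. *GAB2* (*ENSBGRG00000020464*, chromosome 29, 26400599 to 26603793, minus strand) had 368 ± 109 CPM in Y-E (SD, n = 5), 291 CPM in Y-E replicate 6 and 119 ± 17.9 CPM in Y-P (SD, n = 6). Its log2 fold change was −1.63 over the 17 libraries (SE 0.18, adjusted p = 0.000136) and −1.58 over the 18 (SE 0.17, adjusted p = 0.000188, edgeR). *ELL* (*ENSBGRG00000026367*) was at −1.08 and −1.03 (adjusted p = 0.000136 and 0.000188) and was called in 16 of the 18 fits that left out a library, with log2 fold changes from −1.09 to −0.96. *NCOA2* (*ENSBGRG00000011716*), which overlaps *ENSBGRG00000012406* on its strand, was at −1.23 and −1.17 (adjusted p = 0.000136 and 0.000203). Of the higher genes, *KLF11* (*ENSBGRG00000011215*, chromosome 9, 113729036 to 113739430, minus strand) had 20.0 ± 7.18 CPM in Y-E (SD, n = 5), 13.8 CPM in Y-E replicate 6 and 53.5 ± 9.95 CPM in Y-P (SD, n = 6). For *KLF11* the log2 fold change was 1.42 over the 17 libraries (SE 0.23, adjusted p = 0.000967) and 1.50 over the 18 (SE 0.23, adjusted p = 0.000556). *BLOC1S4* was at 1.35 and 1.37 in this comparison (adjusted p = 0.000683 and 0.000419), and *ENSBGRG00000014638* (chromosome 20, 54262284 to 54265078, plus strand) at 1.25 and 1.26 (adjusted p = 0.0014 and 0.000766).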

In order to characterise the expression patterns that were observed across the physiological stages, the top 100 most significant differentially expressed genes (lowest *q*-value) from each comparison were subjected to hierarchical clustering (Figure 2E). 

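To group the libraries by such genes, the 100 tested genes with the smallest adjusted p from each of the 3 comparisons were combined, which gave 230 genes over the 17 libraries and 239 over all 18. Their log2(FPKM + 1) values were converted to z-scores, and the libraries were clustered by average linkage on 1 minus the Pearson correlation. Divided into 3 clusters, the 17 libraries fell into the 3 stages without exception, and so did the 18. Y-E replicate 6, which is missing from Figure 2E without explanation, joined the 5 other Y-E libraries. These genes were chosen because they differ between the stages in the same libraries, so a grouping by stage follows in part from the choice. The settings of this clustering were chosen after the data had been seen.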

The resulting heatmap revealed clear sample clustering by physiological stage and distinct gene expression profiles among groups.

GO enrichment analysis described the distribution of genes on Biological Process (BP), Cellular Component (CC) and Molecular Function (MF). The DEGs of the three control groups were analysed by GO through the g:Profiler online website (*p* < 0.05), and the detailed results are shown in Figure 2F. In terms of biological processes, DEGs in Y-E vs. Y-A group were significantly enriched in heme biosynthesis process, oxygen transport and erythrocyte differentiation; DEGs in Y-P vs. Y-A group were significantly enriched in oxygen transport, erythrocyte differentiation and cGMP-mediated signalling; DEGs in Y-P vs. Y-E group were significantly enriched in classical pathways such as synaptic pruning, antimicrobial peptide-mediated humoral immune response and complement activation and classical pathways. 

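Enrichment was tested with the GO terms that the deposited table gives for each gene, by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over all terms with at least 5 tested genes. This covered 4199 GO terms and a background of 11879 annotated tested genes over the 17 libraries, and 4176 terms and 11793 genes over the 18. Terms were judged by the adjusted p, while the paper screened at p < 0.05 without saying whether that p was adjusted. For Y-E vs. Y-A over the 17 libraries, heme biosynthetic process, with 14 tested genes, passed the threshold with an adjusted p of 1.2e-05. In the same comparison oxygen transport held 3 called genes of 6 (*ENSBGRG00000011277*, *ENSBGRG00000014632* and *HBM*; adjusted p = 5.1e-05), and erythrocyte differentiation 2 of 37 (*ALAS2* and *KLF1*; unadjusted p = 0.00125, adjusted p = 0.654). Over all 18 libraries none of the 3 terms held a called gene, so in these fits the results turned on Y-E replicate 6, and the paper does not explain its removal; 9 GO terms of any kind had an unadjusted p under 0.05 and 0 passed after adjustment, against 32 and 4 with the replicate block. With the replicate number as a block, the calls over all 18 libraries included the same number of oxygen transport genes, 3 of 6, and the adjusted p was 2.52e-05. For Y-P vs. Y-A, oxygen transport held 5 of 6 genes in both sets, against 0.101 and 0.0906 by chance (adjusted p = 1.6e-05 over the 17 libraries and 9.17e-06 over the 18). Erythrocyte differentiation held 7 of 37 genes in both sets (adjusted p = 0.00195 and 0.00116), among them *ALAS2*, *ATP5IF1* and *KLF1*. It was no longer past the threshold without Y-P replicate 1 (adjusted p = 0.139) or Y-P replicate 6 (adjusted p = 0.114), nor with DESeq2 with the 3 stages in one fit (adjusted p = 0.477 over the 17 libraries and 0.465 over the 18). It passed with DESeq2 for each comparison in the 17 libraries, with the ratio of mean FPKM as the fold (7 of 37 genes, adjusted p = 0.00345). That setting was chosen after seeing the values. The 2 called genes of cGMP-mediated signaling, *AQP1* and *PDE3A*, were 2 of 8 (unadjusted p = 0.00739 and 0.00598, adjusted p = 1 in both sets). For Y-P vs. Y-E, the term antimicrobial humoral immune response mediated by antimicrobial peptide held 4 of 9 genes in both sets (*LTF*, *PGLYRP1*, *S100A12* and *S100A9*), with an adjusted p of 0.0905 over the 17 libraries and 0.0378 over the 18. With the replicate block its adjusted p over the 18 libraries was 0.0507, and it lost its place in 13 of the 18 fits that left out a library (highest adjusted p 0.387, without Y-P replicate 6). The term complement activation, classical pathway held *C1QA*, *C1QB* and *C1QC*, 3 of 6 genes (adjusted p = 0.174 and 0.0909). The term on synapse pruning had fewer than 5 tested genes and was left out. Of all choices, the rotation test fry, which uses the levels of all genes of a term instead of the calls, moved the results most: with the replicate block it put 16 of the 38 term and comparison pairs that the study names for GO and KEGG past the threshold, against 9 for Fisher's test over the 17 libraries and 6 over the 18.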

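For oxygen binding, the Y-E vs. Y-A calls over the 17 libraries held 3 of 8 genes, the hemoglobin genes *ENSBGRG00000011277*, *ENSBGRG00000014632* and *HBM* (one-sided Fisher's exact test, adjusted p = 0.000114). The calls of all 18 libraries held 0 of 8, and 3 of 8 with the replicate block (adjusted p = 4.69e-05). In Y-P vs. Y-A, 5 of 8 genes were called in both sets (adjusted p = 9.68e-05 and 5.57e-05). For the Y-P vs. Y-E group, 2 of 8 were called over the 17 libraries (*CBS* and *HBM*; adjusted p = 0.757), and 5 of 8 once Y-E replicate 6 was included (adjusted p = 0.0025); no reason for the exclusion of that library is on record in the paper. The latter result was also lost without any single Y-P library, with adjusted p values of 0.087, 0.127, 0.0693, 0.0554, 0.0735 and 0.0908 for oxygen binding when replicates 1 to 6 were left out in order. For heme binding, 3 of 61 genes were called over the 17 libraries in Y-E vs. Y-A (adjusted p = 0.0499; 0.331 with the replicate block) and 0 of 61 over the 18 (adjusted p = 1; 0.022 with the replicate block). Heme binding held 7 of 61 genes in Y-P vs. Y-A in both sets (adjusted p = 0.0419 and 0.0242), the hemoglobin genes together with *PTGS1* and *PTGS2*. That result was not past the threshold without Y-P replicate 3 (adjusted p = 0.0511) or, over the 18 libraries, with the replicate block (adjusted p = 0.0591). The Y-P vs. Y-E calls held 3 of 61 heme binding genes over the 17 libraries and 7 of 61 over the 18 (adjusted p = 1 and 0.203). None of the 3 comparisons passed for iron ion binding, with 70 tested genes and an adjusted p of 1 in both sets; the smallest unadjusted p was 0.00643, for Y-P vs. Y-A over the 17 libraries. By the rotation test fry, the iron ion binding genes were lower in Y-P than in Y-E (adjusted p = 0.0118 over the 17 libraries and 0.0093 over the 18) and lower in Y-P than in Y-A over the 17 libraries only (adjusted p = 0.0367, against 0.074 over the 18, or 0.0188 with the replicate block). Transport of ammonium had fewer than 5 tested genes in edgeR's filtered set and was not tested there.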

In terms of molecular function, DEGs from all three groups were significantly associated with oxygen binding, heme binding, iron binding and ammonium transport across membranes.

To further understand the biological functions of different genes, KEGG pathway enrichment analysis was performed to explore the biological processes involved in DEGs at three different physiological periods. The results of the analysis are presented in Figure 2G, and the screening criterion was set at *p* < 0.05. When comparing the Y-E vs. Y-A group, 93 DEGs were found to exhibit significant enrichment in 17 pathways, which were mainly focused on extracellular matrix (ECM)-receptor interactions. 

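KEGG pathways were tested in the same way with the identifiers of the deposited table, over 319 pathways in both sets. Of the Y-E vs. Y-A calls, 10 had a pathway over the 17 libraries and 1 over all 18. After adjustment 1 pathway passed over the 17 libraries and none over the 18, while 7 and 18 pathways had an unadjusted p under 0.05. ECM-receptor interaction held 0 called genes of 69 over the 17 libraries and 0 of 67 over the 18 (one-sided Fisher's exact test, adjusted p = 1 in both). So few calls leave little room for a difference to show, with or without Y-E replicate 6, which the paper leaves out for an unstated reason.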

In the Y-P vs. Y-A group, 319 DEGs were significantly enriched in 26 pathways, such as IL-17 signalling pathway, p53 signalling pathway, oxytocin signalling pathway and NF-kB signalling pathway were significantly associated. 

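In Y-P vs. Y-A, 102 called genes over the 17 libraries and 90 over all 18 had a KEGG pathway, and 8 pathways passed after adjustment in both sets; 29 and 38 had an unadjusted p under 0.05. This number depended on the fit: with the replicate block 1 pathway passed in both sets, and over the fits that each left out 1 library 0 to 8 passed, with 0 without Y-A replicate 4 or Y-P replicate 6. With the DESeq2 calls 4 pathways passed in both sets, and with the edgeR calls without the fold threshold 0 over the 18. The IL-17 signaling pathway held 4 called genes of 75 over the 17 libraries and 4 of 74 over the 18 (*FOS*, *FOSB*, *IL1B* and *PTGS2*; unadjusted p = 0.0267 and 0.0174, adjusted p = 0.422 and 0.308). Without Y-P replicate 3 the IL-17 signaling pathway passed (adjusted p = 0.0295). The p53 signaling pathway held 2 of 83 genes in both sets (adjusted p = 1 and 0.965), and the Oxytocin signaling pathway 3 of 115 and 3 of 113 (*FOS*, *MYLK* and *PTGS2*; adjusted p = 0.873 and 0.742). In the NF-kappa B signaling pathway 4 of 143 genes were called in both sets (adjusted p = 0.824 and 0.674), against 2.17 and 1.93 by chance. Y-E replicate 6, dropped by the authors for no stated reason, bears on these values indirectly, such as through the spread estimate and the low-count filter.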

In the Y-P vs. Y-E group, 422 DEGs were significantly enriched in 18 pathways, which were mainly related to follicular development and ovarian activities, such as PPAR signalling pathway, ECM-receptor interaction, IL-17 signalling pathway, relaxin signalling pathway and arginine biosynthesis were significantly associated. 

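In Y-P vs. Y-E, 172 called genes over the 17 libraries and 179 over all 18 had a KEGG pathway; 3 pathways passed after adjustment over the 17 and 1 over the 18, and 16 and 20 had an unadjusted p under 0.05. With the replicate block 0 passed over the 17 libraries and 1 over the 18, with the DESeq2 calls 2 and 0, and over the fits that each left out 1 library 0 to 5. The IL-17 signaling pathway was past the threshold over the 17 libraries, with 9 of 75 genes against 1.92 by chance (*FOS*, *FOSB*, *IL17D*, *IL1B*, *MMP9*, *PTGS2*, *S100A12*, *S100A8* and *S100A9*; adjusted p = 0.0179), but not with the replicate block (adjusted p = 0.225). Once all 18 libraries were included, the IL-17 signaling pathway held 8 of 74 genes and was not past the threshold (adjusted p = 0.081), except without Y-P replicate 2 (adjusted p = 0.0132) or Y-P replicate 3 (adjusted p = 0.0173). ECM-receptor interaction held 6 of 69 genes over the 17 libraries and 6 of 67 over the 18, among them *CD36* and *VWF* (unadjusted p = 0.00815 and 0.00882, adjusted p = 0.371 and 0.281). The PPAR signaling pathway held 5 of 56 genes in both sets (unadjusted p = 0.0138 and 0.0166, adjusted p = 0.548 and 0.366). Relaxin signaling pathway genes were called in 4 of 107 cases over the 17 libraries and 5 of 107 over the 18, and Arginine biosynthesis genes in 0 of 17 and 1 of 17, with an adjusted p of 1 throughout. By the rotation test fry, the genes of the IL-17 signaling pathway (adjusted p = 0.00329) and of the Relaxin signaling pathway (adjusted p = 0.000669) were lower in Y-P than in Y-E over all 18 libraries. The change in the IL-17 signaling pathway is where Y-E replicate 6 mattered, and nothing in the paper says why it is missing.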

The three groups of DEGs were co-enriched into 71 signalling pathways, which were mainly related to oocyte maturation and ovulation, etc., such as progesterone-mediated oocyte maturation, HIF-1 signalling pathway, VEGF signalling pathway and PPAR signalling pathway.

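Across the 3 comparisons, Fisher's exact test placed none of these 4 pathways past the threshold in either set. Progesterone-mediated oocyte maturation, with 82 tested genes, held 0, 2 and 1 called genes over the 17 libraries in Y-E vs. Y-A, Y-P vs. Y-A and Y-P vs. Y-E, and 0, 2 and 2 over all 18; its smallest adjusted p was 0.965. The HIF-1 signaling pathway, with 89 tested genes, held 0, 1 and 4 called genes over the 17 libraries and 0, 1 and 3 over the 18 (adjusted p = 1 throughout). For the VEGF signaling pathway, with 57 tested genes, the numbers were 0, 2 and 2 in both sets, and the adjusted p for Y-P vs. Y-A was 0.828 over the 17 libraries and 0.723 over the 18. The PPAR signaling pathway held 0 of 56 genes in Y-E vs. Y-A and 2 of 56 in Y-P vs. Y-A in both sets (*NR1H3* and *OLR1*; adjusted p = 0.828 and 0.712). Judged by all genes of a pathway with fry over the 18 libraries, the HIF-1 signaling pathway was lower in Y-P than in Y-A (adjusted p = 0.0194) and than in Y-E (adjusted p = 0.000411), and the VEGF signaling pathway lower in Y-P than in Y-E (adjusted p = 0.00438). With fry over the 17 libraries, the HIF-1 signaling pathway was also higher in Y-E than in Y-A (adjusted p = 0.0484), which it was not once Y-E replicate 6 was included (adjusted p = 0.111); the study omits this library without comment. With the replicate block, fry put Progesterone-mediated oocyte maturation past the threshold for Y-P vs. Y-E (adjusted p = 0.026, against 0.0809 without the block), and likewise the PPAR signaling pathway (adjusted p = 0.0445 against 0.0533).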

### 3.2 Metabolomic analysis

The raw data contained 18 experimental samples from which 19 metabolites were extracted, and for better analysis of the data, individual metabolites were filtered and only metabolite data with no more than 50% nulls in a single group or no more than 50% nulls in all groups were retained. Missing values in the raw data were simulated, and the numerical simulation method was filled by multiplying the minimum value by a random number between (0.1, 0.5). After preprocessing 15 metabolites were retained.

The PCA scores of all the samples showed that the samples within the groups could be clustered together and there was a clear trend of separation among the three groups of samples, and the variances of PC1 and PC2 were 70.8 and 12.4%, respectively (Figure 3A), which indicated that there was a difference in the metabolites in the blood of the yaks in different breeding periods. And all samples were in the 95% confidence interval, indicating that there were no outliers in the analysed samples and there was a significant trend of separation among the three groups of samples. According to the OPLS-DA (orthogonal partial least squares discriminant analysis) model, the Y-P vs. Y-A and Y-P vs. Y-E models were better than the original model, with good robustness and no overfitting phenomenon; the model of the Y-E vs. Y-A group reached an R^2^Y of 0.763 in explaining the overall variability, which indicated that the model had successfully captured the variation patterns of steroid hormone metabolites (metabolites) in different physiological stages to a certain extent. Steroid hormone metabolites at different physiological stages (Supplementary Figure S2).

**Figure 3:**
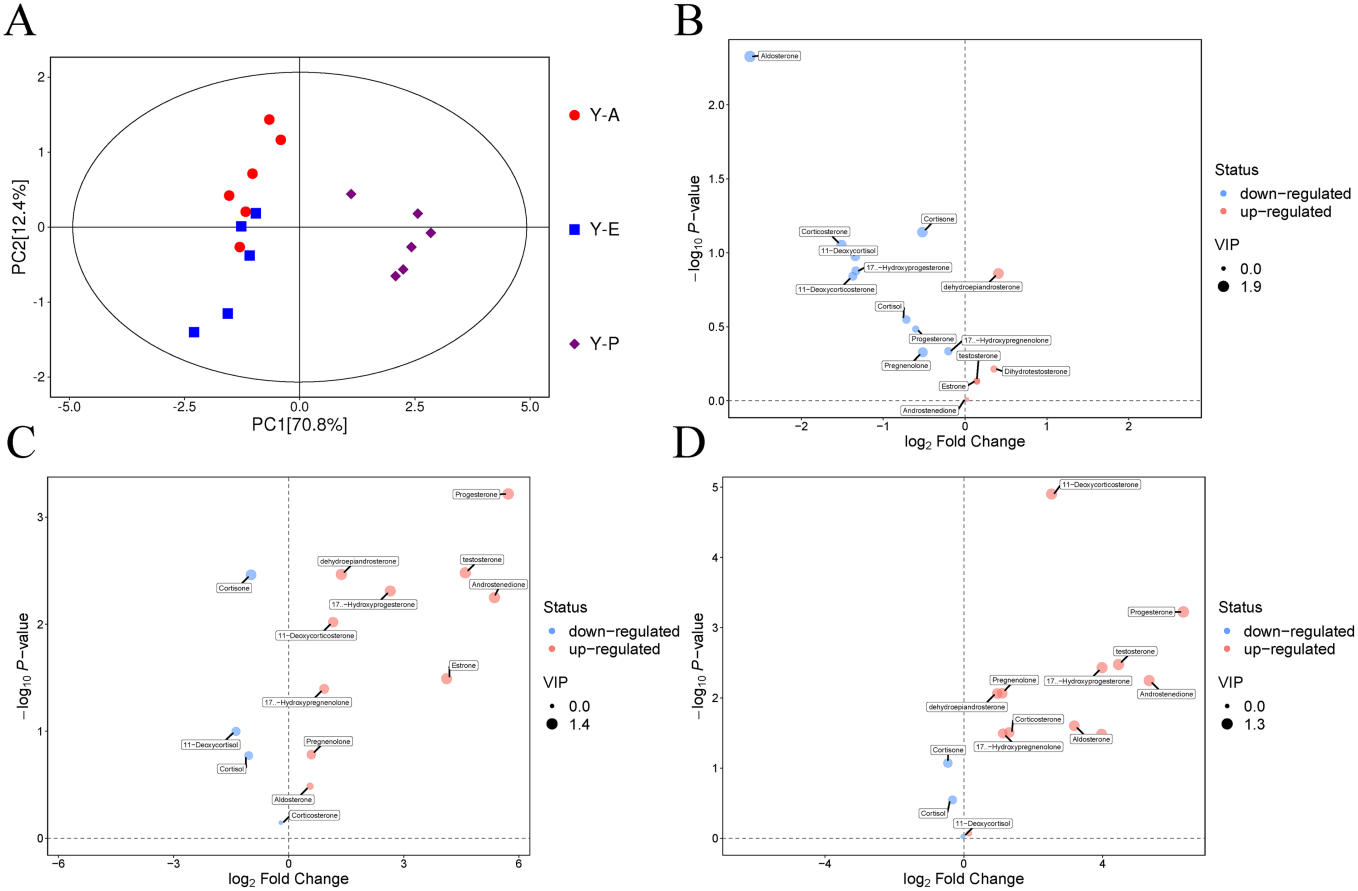
Sequencing results of yak blood metabolome at different breeding stages. **(A)** PCA score scatter plot of all samples. **(B)** Volcano plot of differentially expressed metabolites in the Y-E vs. Y-A group. **(C)** Volcano plot of differentially expressed metabolites in the Y-P vs. Y-A group. **(D)** Volcano plot of differentially expressed metabolites in the Y-P vs. Y-E group.

For the 15 steroid hormone target metabolites after sample pretreatment, the results of statistical analyses of metabolites were visualised in the form of volcano plots (Figures 3B–D). In order to improve the reliability and biological significance of the identified differentially expressed metabolites, the metabolites retained after fulfilling the dual criteria of VIP >1 & *p* < 0.05 were considered to be the more plausible and meaningful differentially expressed metabolites after multiple screening using a combination of VIP (variable importance in projection) values and statistical significance tests. Dehydroepiandrosterone was significantly up-regulated and aldosterone, cortisone, corticosterone, 11-deoxycortisol and 17α-hydroxyprogesterone were significantly down-regulated in the Y-E vs. Y-A group; progesterone, testosterone, dehydroepiandrosterone, 17α-hydroxyprogesterone, androstenedione, 11-deoxycortisol and oestrone were significantly up-regulated and cortisone was significantly down-regulated in the Y-P vs. Y-A group; and in the Y-P vs. Y-E group 11 -deoxycorticosterone, progesterone, testosterone, 17α-hydroxyprogesterone, androstenedione, pregnenolone, dehydroepiandrosterone and aldosterone were significantly up-regulated.

### 3.3 Weighted gene co-expression network analysis

The transcriptome sequencing results of three groups of 17 blood samples were analysed using the WGCNA approach, and 20,537 genes were finally retained for the construction of weighted gene co-expression networks. In order to find the core genes in a more biological sense, the data of steroid hormone target metabolome were jointly analysed with the transcriptome data as traits, and different breeding periods were used as developmental periods to correlate traits with gene modules, and the results of correlation strengths and weaknesses between different modules and different breeding periods were obtained, by analysing the correlation between the traits and the modules and plotting the heatmap to visually show the correlation between the modules and the given trait. We analysed the correlation between traits and modules and drew heat maps to visualize the correlation between modules and given traits. Among them, the dark grey module had the highest correlation with group Y-A (cor = 0.71, *p* = 0.001); the turquoise module had a high negative correlation with group Y-E (cor = −0.54, *p* = 0.03); and group Y-P had the highest correlation with the turquoise module (0.85, 1 × 10^−5^), dark turquoise module (cor = 0.76, *p* = 4 × 10^−4^) and brown module (cor = 0.75, *p* = 5 × 10^−4^) with a strong positive correlation (Figure 4A). Therefore, each of these four modules was used as a period-specific module with its closely associated time point for the next analysis of the biological functions of the key modules and the screening of the core (Hub) genes. 

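The modules themselves were not rebuilt; the genes drawn in Figures 5A–C stand for them here, 17, 41 and 15 genes, and each library was given the mean z-score of their log2(FPKM + 1) values. Over the 17 libraries, the Fig. 5A genes of the dark grey module scored 1.46 higher in Y-A than in the other stages (two-sided exact permutation test, p = 8.08e-05). Over all 18 libraries the difference was 1.25 (p = 0.00474, same exact test), because Y-E replicate 6, which the study leaves out with no reason given, scored 1.35. The group means were 0.833 ± 1.04 in Y-A (SD, n = 6), −0.505 ± 0.100 in Y-E (SD, n = 5) and −0.638 ± 0.0587 in Y-P (SD, n = 6), and −0.195 ± 0.764 in Y-E with replicate 6. The Fig. 5B genes of the turquoise module scored 0.944 lower in Y-E than elsewhere over the 17 libraries (difference −0.944, exact permutation test, p = 0.0587) and −0.706 over the 18 (p = 0.145, exact permutation test), which in neither set passed a threshold of 0.05. Leaving out single libraries moved that difference from −0.944 to −0.561. In Y-P the Fig. 5B genes scored 1.31 higher than elsewhere over the 17 libraries (exact permutation test, p = 0.00388) and 1.21 over the 18 (p = 0.00625, exact permutation test). The Fig. 5B score was −0.339 ± 0.353 in Y-A (SD, n = 6), −0.715 ± 0.410 in Y-E (SD, n = 5), 0.755 in Y-E replicate 6 and 0.809 ± 1.14 in Y-P (SD, n = 6). The Fig. 5C genes, drawn from the turquoise, dark turquoise and brown modules, scored 0.846 higher in Y-P over the 17 libraries (exact permutation test, p = 0.049) and 0.750 over the 18 (p = 0.0569, exact permutation test). With the replicate number as a block, a test chosen after seeing the values, the exact permutation p of this difference was 0.0679 over the 17 libraries and 0.0453 over the 18. Their score in Y-P was 0.500 ± 1.29 (SD, n = 6), from −0.402 to 2.36, so the spread within Y-P exceeded the difference. Without Y-P replicate 6 the Fig. 5C difference was 0.537, the value that moved most from that of all 18 libraries, and it was 0.906 without Y-P replicate 3. Of the 15 Fig. 5C genes, 11 had a median count of 3 or fewer in every stage.

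**Figure D3:**
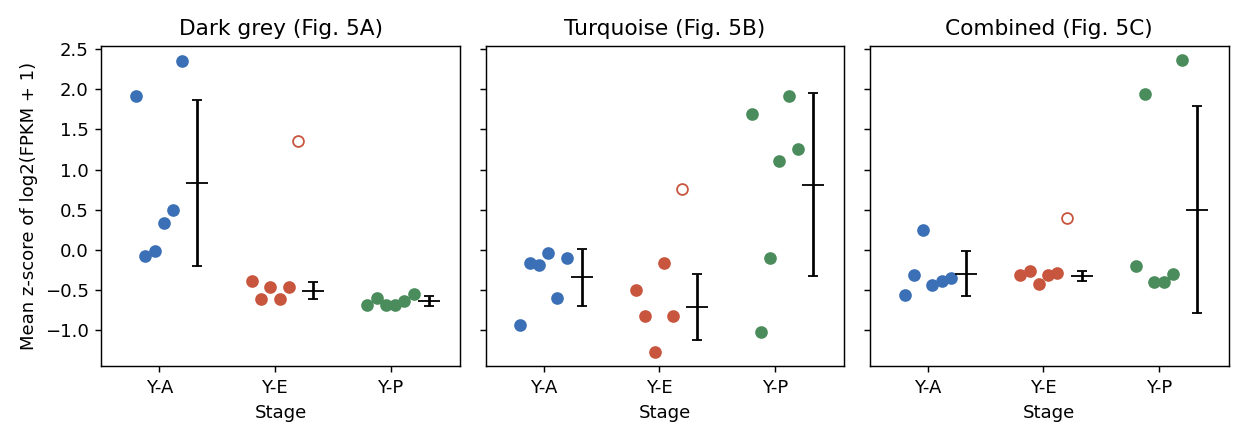
Mean z-score of log2(FPKM + 1) over the genes drawn in Fig. 5A, 5B and 5C in each library by stage, with lines and error bars for the mean and SD of the 17 libraries and an open circle for Y-E replicate 6. Y-E replicate 6 scores 1.35 for the Fig. 5A genes, above the other Y-E libraries, and the Fig. 5C scores of Y-P range from −0.402 to 2.36.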

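The scores of the genes drawn in Figures 5A–C were correlated with the log2 concentrations of the hormones in Supplementary Table S1, over the libraries with a value of the hormone. In its metabolome analysis the paper instead filled missing values from the minimum, so its correlations may span more libraries. In all, 42 relations were computed, 14 hormones with 3 networks, 12 of them named by the study; each p is two-sided from 100000 permutations and was adjusted over the 42. Luteinising hormone is not among the 19 hormones of that table and was not tested. By Spearman's rho, 0 of the 12 relations passed after adjustment over the 17 libraries and 1 over all 18. By r, 2 of the 12 relations passed after adjustment over the 17 libraries. The Fig. 5A score had r = 0.694 with 11-deoxycortisol (permutation p = 0.0015, adjusted p = 0.0418; Spearman's rho 0.473, permutation p = 0.0573), and r = 0.223 without Y-A replicates 1 and 6, the libraries farthest from the median, on which it therefore rests. The Fig. 5B score had r = 0.696 with 17α-hydroxyprogesterone (permutation p = 0.00199, adjusted p = 0.0418; rho 0.583, permutation p = 0.0157), and r = 0.700 without Y-P replicates 1 and 3. When all 18 libraries were used, none of the 12 passed by r, 6 had an unadjusted p under 0.05, and these r were 0.573 and 0.597 (adjusted p = 0.105 for both). Y-E replicate 6, for which the paper reports hormones but lists no transcriptome values and gives no reason for this, thus changed both calls. With both measures centred on the replicate number as a block, a test chosen after seeing the values, neither passed over the 17 libraries (r = 0.803 and 0.701, exact permutation within numbers, adjusted p = 0.208 for both; 0.0418 to 0.409 and 0.0418 to 0.694 over the alternatives tried). Of the remaining Fig. 5A relations, r was 0.458 with corticosterone, 0.606 with cortisol and 0.531 with cortisone over the 17 libraries, and 0.277, 0.489 and 0.581 over the 18. For the Fig. 5B score, r was 0.753 with androstenedione (n = 10, adjusted p = 0.129 by permutation), 0.564 with dehydroepiandrosterone and 0.722 with testosterone (n = 6, adjusted p = 0.354 by permutation) over the 17 libraries. Over the 18 libraries these values were 0.754, 0.517 and 0.722. With values not detected set to 0.5 of the lowest, 2 of the 12 relations passed by r after adjustment over the 18 libraries. The Fig. 5C score reached at most r = 0.236 with the same hormones over the 17 libraries and 0.193 over the 18, and −0.456 and −0.454 with testosterone. Since the stages differ in both measures, the relations were also computed with each measure centred on its stage mean, where none of the 12 passed (1 unadjusted p under 0.05 over the 18 libraries, 4 over the 17). Centring turned the Fig. 5C relation with dehydroepiandrosterone from 0.142 to −0.554 over the 18 libraries and from 0.158 to −0.538 over the 17. Within single stages of at least 6 libraries, none of 28 relations passed (smallest adjusted p 0.464).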

Dark grey module had a high correlation with 11-deoxycortisol, corticosterone, cortisol, and cortisone in the glucocorticoid family; turquoise module and brown module had high correlation with 17α-hydroxyprogesterone, androstenedione, dehydroepiandrosterone, luteinising hormone and testosterone in the steroid hormones (Figure 4B).

**Figure 4:**
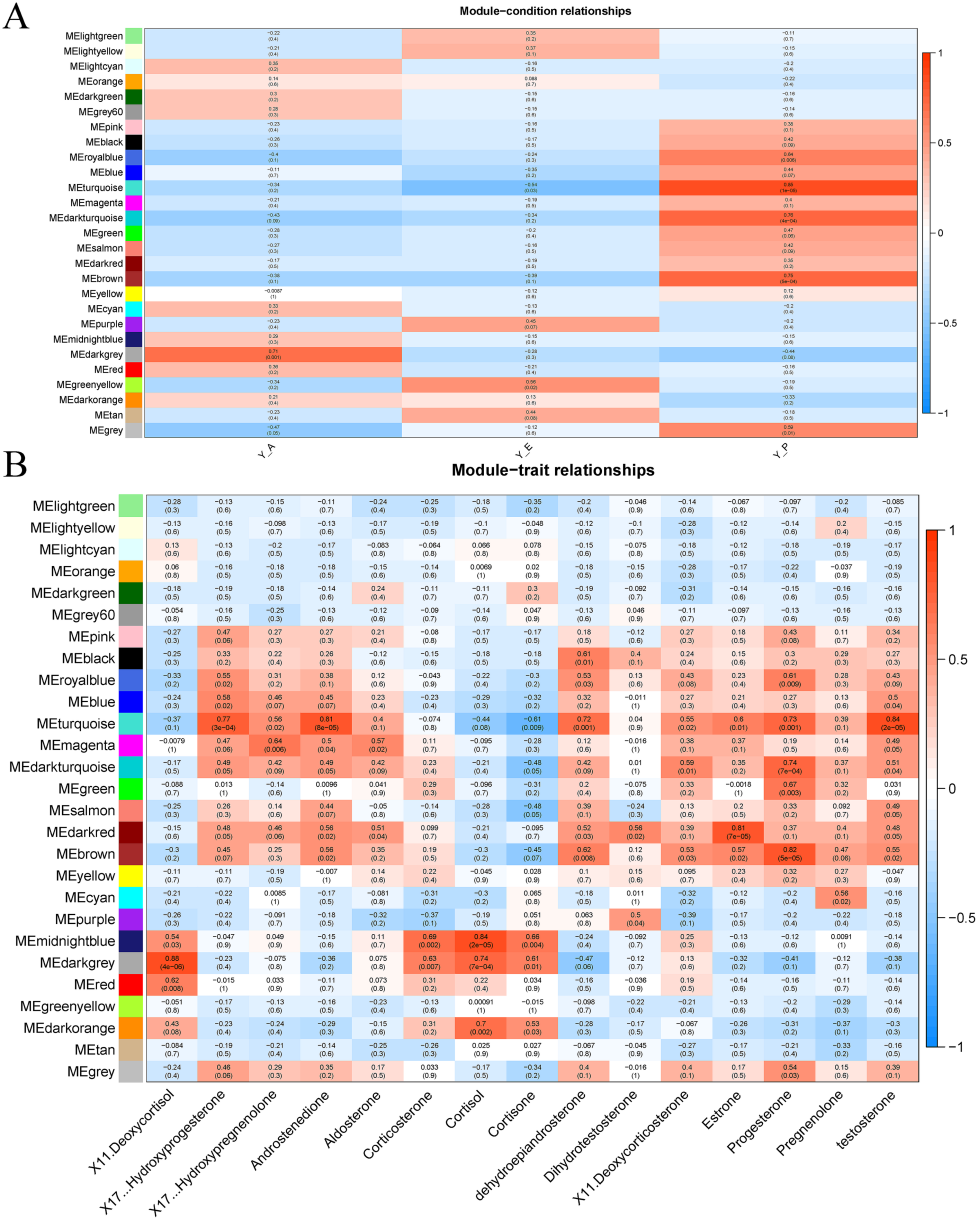
Construction of weighted gene co-expression networks. **(A)** Correlation of module conditions. **(B)** Correlation analysis of module traits.

In order to further explore the potential regulatory relationships among genes in the period-specific modules and to mine the key regulatory genes in different periods, gene co-expression networks of highly correlated modules in different breeding periods were generated using the WGCNA approach. The period-specific co-expression networks were analysed by Cytoscape software and the genes located in the top 50 connectivity nodes were visualised. In these co-expression networks, the larger the shape where the node is located indicates a higher degree of connectivity, which can be used as a Hub gene in this network. 

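Genes with an Ensembl identifier but no symbol in the deposited table are given by that identifier. *MATR3* (*ENSBGRG00000010557*, chromosome 8, 54976489 to 55003966, plus strand) had 429 ± 39.9 CPM in Y-A (SD, n = 6), 373 ± 33.8 CPM in Y-E (SD, n = 5), 565 CPM in Y-E replicate 6 and 573 ± 142 CPM in Y-P (SD, n = 6). Its log2 fold change in Y-P vs. Y-E was 0.62 over the 17 libraries (SE 0.15, adjusted p = 0.0126, edgeR) and 0.50 over the 18 (SE 0.16, adjusted p = 0.0416), below the fold threshold in both, and without Y-P replicate 5 its adjusted p was 0.102. *RGS1* (*ENSBGRG00000004500*, chromosome 14, 6370217 to 6398322, minus strand) had 8.39 ± 3.08 CPM in Y-A (SD, n = 6), 7.72 ± 2.57 CPM in Y-E (SD, n = 5), 12.2 CPM in Y-E replicate 6 and 60.5 ± 64.6 CPM in Y-P (SD, n = 6; 13.1 to 154). For *RGS1* the log2 fold change in Y-P vs. Y-A was 2.85 in both sets (SE 0.57 and 0.56; adjusted p = 0.00844 and 0.00784). In Y-P vs. Y-E it was 2.97 over the 17 libraries (SE 0.61, adjusted p = 0.00441) and 2.84 over the 18 (SE 0.56, adjusted p = 0.00289). *ALX1* (*ENSBGRG00000003084*, chromosome 5, 93847010 to 93870483, minus strand) had 4 counts in Y-P replicate 2, 4 in Y-P replicate 6 and 0 in each other library, Y-E replicate 6 included. *TENT5B* (*ENSBGRG00000009168*, chromosome 2, 11378627 to 11386107, minus strand) had at most 4 counts in a library, and *ENSBGRG00000024929* (chromosome 26, 1710201 to 1710412, minus strand, overlapping *TRRAP* on the same strand) at most 2. These 3 genes failed the low-count filter and were not tested, and differences between the stages were not detectable for them at this depth. *ENSBGRG00000026772* (chromosome 9, 19230338 to 19241376, plus strand) also failed the filter: it had 6 to 192 counts in Y-A, 145 counts in Y-E replicate 6, which the paper omits without a reason, and 0 counts in every other library. *ENSBGRG00000026382* (chromosome 8, 5475043 to 5487382, minus strand) had a log2 fold change of −2.03 in Y-E vs. Y-A over the 17 libraries (SE 0.34, adjusted p = 0.0168) and −1.39 over the 18 (SE 0.43, adjusted p = 0.439). Its level was 245 ± 45.3 CPM in Y-E (SD, n = 5) and 179 ± 35.0 CPM in Y-P (SD, n = 6), and in Y-P vs. Y-A its log2 fold change was −2.49 in both sets (adjusted p = 0.00055 and 0.00543).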

From the visualised networks, it can be seen that the *SLC25A39*, *MARCHF2*, *ENSBGRG00000026772* and *ENSBGRG00000026382* genes are Hub genes in the dark grey module (Figure 5A); the *MATR3* gene is a Hub gene in the turquoise module (Figure 5B); *ALX1*, *RGS1*, *TENT5B*, and *ENSBGRG00000024929* genes are Hub genes in the turquoise, dark turquoise, and brown modules (Figure 5C).

**Figure 5:**
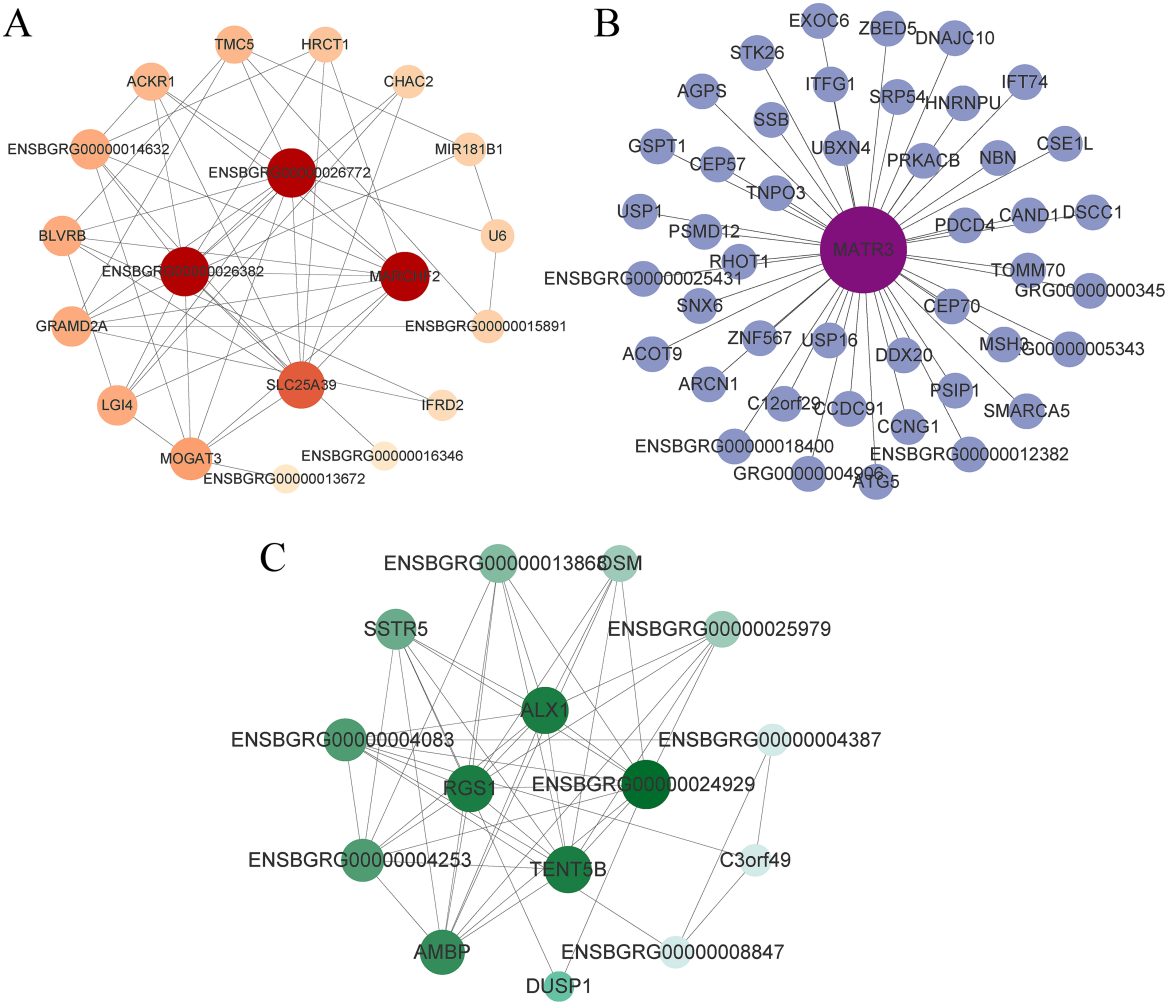
Network relationship diagram of genes in different modules. **(A)** Network diagram of genes in dark grey module. **(B)** Network diagram of genes in turquoise module. **(C)** The network diagram of the gene after the combination of turquoise, dark turquoise and brown modules.

## 4 Discussion

The results of this study revealed that gene expression in the blood of yaks during different breeding periods is regulated by various mechanisms during ovarian and follicular development, and the regulation of genes in the signalling pathway is crucial for follicular development. Some differentially expressed genes related to oocyte meiosis and follicular development were identified in the RNA-seq results. For example, the *PDK4* gene was found to regulate oocyte meiosis in three periods of time (15), *ALAS2* and *GLP1R* genes are involved in mediating the metabolism of reproductive hormones and maintaining the balance of reproductive hormone homeostasis (16, 17), *SLC25A39* may be involved in energy metabolism in germ cells (18), *PGAP6* plays a role in germ cell growth and differentiation (19). 

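In Y-P vs. Y-A, *PDK4* had a log2 fold change of −0.86 in both sets (adjusted p = 0.0118 over the 17 libraries and 0.0143 over the 18, edgeR), below the fold threshold, with 32.9 ± 8.97 CPM in Y-P (SD, n = 6). The Y-P vs. Y-E values were 0.50 and 0.41 (adjusted p = 0.0894 and 0.142). *ALAS2* (*ENSBGRG00000007653*, chromosome X, 100295297 to 100317451, minus strand) had 124 ± 28.9 CPM in Y-E (SD, n = 5), 64.9 ± 27.6 CPM in Y-P (SD, n = 6) and 382 to 9946 CPM in Y-A, while Y-E replicate 6, set aside without a stated reason, had 4261 CPM. Its log2 fold change in Y-E vs. Y-A was −4.40 over the 17 libraries (SE 0.71, adjusted p = 0.0139) and −1.68 over the 18 (SE 0.96, adjusted p = 0.898). In Y-P vs. Y-A *ALAS2* was lower in both sets, at −5.33 (adjusted p = 0.000544 and 0.0125). Between Y-P and Y-E it was at −0.93 over the 17 libraries (adjusted p = 0.341) and −3.65 over the 18 (adjusted p = 0.0249); with the replicate block over the 17 libraries it was at −1.27 (adjusted p = 0.0371; 0.00181 to 0.341 over the alternatives tried). *GLP1R* (*ENSBGRG00000007001*, chromosome 24, 23106908 to 23151683, minus strand) had 2.83 ± 0.988 CPM in Y-A (SD, n = 6), 7.03 ± 2.02 CPM in Y-E (SD, n = 5), 2.93 CPM in Y-E replicate 6 and 3.13 ± 1.65 CPM in Y-P (SD, n = 6). The log2 fold change of *GLP1R* in Y-E vs. Y-A was 1.31 over the 17 libraries (SE 0.34, adjusted p = 0.122) and 1.16 over the 18 (SE 0.35, adjusted p = 0.421), and with the replicate block over the 17 it was called, at 1.25 (adjusted p = 0.0416; 0.00203 to 0.982 over the alternatives tried). In Y-P vs. Y-E *GLP1R* was at −1.17 over the 17 libraries (adjusted p = 0.0282) and −1.02 over the 18 (adjusted p = 0.0545), where the replicate block gave −1.06 (adjusted p = 0.00536; 0.00523 to 0.122 over the alternatives tried). *PGAP6* (*ENSBGRG00000013008*, chromosome 26, 47554541 to 47565129, plus strand) had 309 ± 208 CPM in Y-A (SD, n = 6), 39.7 ± 11.6 CPM in Y-E (SD, n = 5), 249 CPM in Y-E replicate 6 and 22.1 ± 4.16 CPM in Y-P (SD, n = 6). *PGAP6* was at −2.96 in Y-E vs. Y-A over the 17 libraries (SE 0.42, adjusted p = 0.00731) and −2.05 over the 18 (SE 0.54, adjusted p = 0.332), and at −3.81 in Y-P vs. Y-A in both sets (adjusted p = 0.000156 and 0.00196).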

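*FOS* (*ENSBGRG00000009096*, chromosome 11, 77126013 to 77129599, plus strand) had 44.7 ± 15.6 CPM in Y-A (SD, n = 6), 41.6 ± 7.82 CPM in Y-E (SD, n = 5), 55.9 CPM in Y-E replicate 6 and 342 ± 390 CPM in Y-P (SD, n = 6; 56.5 to 1076). No difference between estrus and anestrus was found: its log2 fold change was −0.10 over the 17 libraries (SE 0.55, adjusted p = 0.991, edgeR) and −0.02 over the 18 (SE 0.52, adjusted p = 0.999), and its sign varied with the setting, up to 0.14 without Y-A replicate 6. *FOS* was higher in Y-P than in Y-A, by 2.94 in both sets (adjusted p = 0.00724 and 0.00673). It was also higher in Y-P than in Y-E, by 3.04 over the 17 libraries (adjusted p = 0.00359) and 2.96 over the 18 (adjusted p = 0.00211). *CD36* (*ENSBGRG00000019844*, chromosome 4, 87430224 to 87549470, plus strand) had 26 to 111 counts in Y-A, 0 to 9 counts in Y-E and 9 to 84 counts in Y-P. The count of *CD36* was at or under the floor of 3 in 3 of the 5 Y-E libraries and was 0 in Y-E replicate 6, whose exclusion the paper leaves unexplained. Its log2 fold change in Y-E vs. Y-A was −4.29 over the 17 libraries (SE 0.92, adjusted p = 0.0645) and −4.57 over the 18 (SE 0.91, adjusted p = 0.191); with the replicate block over the 17 it was −4.56 and passed the threshold (adjusted p = 0.0496; 2.6e-05 to 0.595 over the alternatives tried). *CD36* was higher in Y-P than in Y-E, by 3.18 over the 17 libraries (adjusted p = 0.0238) and 3.45 over the 18 (adjusted p = 0.0144).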

The genes *FOS* (20), which is related to the expression of steroid hormones, and *CD36* (21), which is related to the synthesis of reproductive hormones, have been found in controls during estrus and diestrus. The *MMP9* gene is essential in ovarian development and preparation of the endometrium for fertilised egg implantation, and the *MMP9* gene was up-regulated during estrus and significantly down-regulated in gestation and estrus controls (*p* < 0.05), suggesting involvement in estrus as well as trophoblast cell differentiation in yaks (22). 

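*MMP9* (*ENSBGRG00000020450*, chromosome 12, 70343657 to 70350969, plus strand) had 61.5 ± 24.1 CPM in Y-A (SD, n = 6), 192 ± 65.3 CPM in Y-E (SD, n = 5) and 69.1 ± 35.1 CPM in Y-P (SD, n = 6). Y-E replicate 6, absent from the study's transcriptome tables with no reason given, had 51.3 CPM, lower than the mean of Y-A. The log2 fold change in Y-E vs. Y-A was 1.64 over the 17 libraries (SE 0.31, adjusted p = 0.0444, edgeR) and 1.46 over the 18 (SE 0.36, adjusted p = 0.28), so edgeR made this call only without that library. DESeq2 made it in both sets (adjusted p = 6.92e-05 and 0.00875, with 4.44e-07 to 0.824 over all alternatives). In Y-P vs. Y-E it was −1.48 over the 17 libraries (adjusted p = 0.0052) and −1.29 over the 18 (adjusted p = 0.021). This second result was called in 17 of the 18 fits that left out a library and not without Y-E replicate 3 (−1.03, adjusted p = 0.0637; 0.0052 to 0.0637 over these fits).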

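*BCL6* (*ENSBGRG00000001201*, chromosome 1, 86527161 to 86553304, plus strand), which overlaps *ENSBGRG00000001245* on the opposite strand, had 321 ± 83.8 CPM in Y-A (SD, n = 6), 565 ± 116 CPM in Y-E (SD, n = 5) and 187 ± 33.4 CPM in Y-P (SD, n = 6). In Y-E replicate 6, which the study removed without giving a reason, *BCL6* was at 313 CPM. The log2 fold change of *BCL6* in Y-P vs. Y-E was −1.59 over the 17 libraries (SE 0.18, adjusted p = 0.000177, edgeR) and −1.48 over the 18 (SE 0.20, adjusted p = 0.000271), and from −1.59 to −1.40 with each library left out. All Y-E libraries, replicate 6 included, lay above all Y-P libraries for this gene. *RARA* (*ENSBGRG00000019399*, chromosome 19, 25719727 to 25745088, minus strand) had 811 ± 57.6 CPM in Y-A (SD, n = 6), 1179.5 ± 278 CPM in Y-E (SD, n = 5), 966 CPM in Y-E replicate 6 and 505 ± 72.4 CPM in Y-P (SD, n = 6). For *RARA* the log2 fold change in Y-P vs. Y-E was −1.22 over the 17 libraries (SE 0.14, adjusted p = 0.000177) and −1.18 over the 18 (SE 0.14, adjusted p = 0.000206), with −1.26 to −1.08 in the fits that left out a library.

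**Figure D4:**
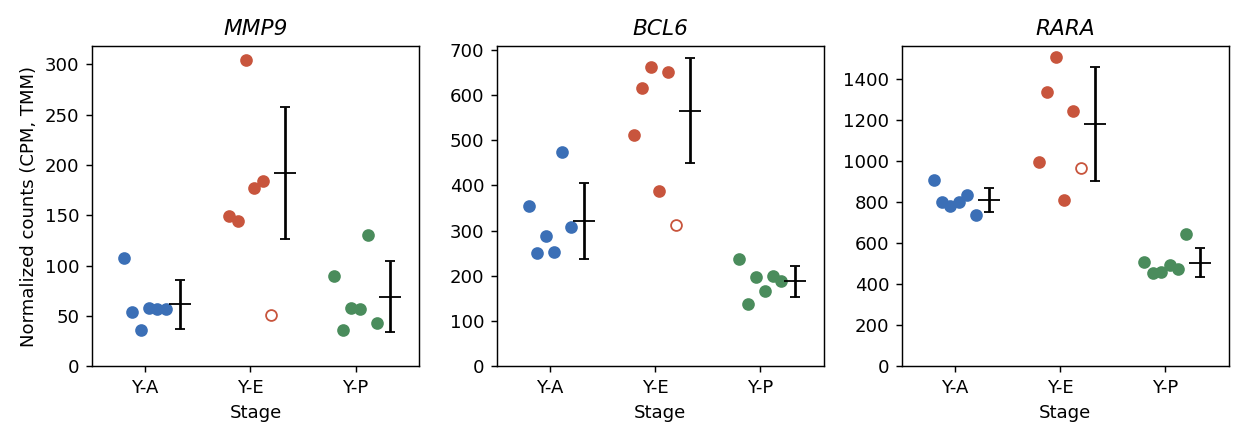
Normalized level of *MMP9*, *BCL6* and *RARA* (CPM after TMM normalization) in each library by stage, with lines and error bars for the mean and SD of the 17 libraries and an open circle for Y-E replicate 6. *BCL6* lies between 137 and 236 CPM in Y-P and at 313 CPM or more in Y-E, and for *MMP9* the open circle, at 51.3 CPM, lies below the other Y-E libraries.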

Involvement of the *BCL-6* gene in the oocyte meiotic pathway (23), and regulation of yak oocytes by the RARA gene to promote yak oocyte maturation were found in gestational and estrous controls (24).

The GO analysis showed that “binding” is the most important molecular function, and binding is usually the basis of various biochemical reactions and signalling in organisms, which is essential for maintaining normal physiological functions. The three groups of DEGs were significantly correlated with oxygen binding, heme binding, iron ion binding and ammonium transmembrane transport. In ovarian function, oxygen supply is essential for follicular development, especially oocyte maturation and ovulation (25). A number of differentially expressed genes are significantly enriched in biological processes such as oxygen transport, erythroid differentiation and cGMP-mediated signalling, which are indirectly linked to the physiological activities of the ovarian oocyte by influencing oxygen supply, hormone regulation and intracellular signalling. cGMP-mediated signalling pathways have been shown to influence vasodilatation and blood flow in the ovary, which in turn regulate follicle nutrient supply, waste elimination and oocyte maturation (26).

KEGG analysis showed that DEGs in all three control groups were significantly associated with progesterone-mediated oocyte maturation, the HIF-1 signalling pathway, the VEGF signalling pathway, and the PPAR signalling pathway, etc. HIF-1 (hypoxia inducible factor 1) can regulate the expression of pro-angiogenic factors (such as VEGF) to promote ovarian blood flow supply and neoangiogenesis, which is essential for follicle nutrient supply and maturation (27). In addition, HIF-1 may be involved in follicular growth and development by affecting hormone synthesis and secretion, and the balance between cell proliferation and apoptosis (28). Oocyte maturation and embryo development are controlled by intra-ovarian factors such as steroid hormones. Progesterone (P4), which is present in the follicular fluid, is important for normal ovarian function and oocyte maturation in mammals, and has a number of important functions during embryo development and implantation, including endometrial tolerance, embryo survival during pregnancy, and conversion of endometrial stromal cells to metaphase cells (29). DEGs in estrous and anestrous controls were significantly correlated with ECM receptor interaction pathways, suggesting that these pathways are involved in the regulation of ovarian development, ovulation, pregnancy and other physiological activities in yaks. Many reproductive physiological processes, such as follicle formation, require synthesis, remodelling and degradation of the extracellular matrix (ECM) (30), ECM receptors are associated with reproductive processes such as folliculogenesis, ovulation and implantation (31). DEGs in the control group during pregnancy and estrus, pregnancy and anestrus were significantly enriched in the relaxin signalling pathway and oxytocin signalling pathway. The expression of relaxin increased before embryo implantation, and the expression of relaxin receptor in endometrium (32). It has been found that relaxin promotes angiogenesis in early pregnancy (33). Oxytocin is synthesized and stored in the posterior pituitary by the hypothalamus, and then released into the blood. It can bind to the oxytocin receptor (oxytocin receptor, OXTR) on the target organ (such as myometrium, breast, etc.) and activate the G protein-coupled receptor signalling pathway. This activation usually triggers the opening of calcium channels and increases intracellular calcium concentration, which in turn leads to muscle contraction (such as uterine contraction during childbirth), milk discharge (lactational milk secretion) and other reproductive physiological responses during pregnancy (34).

In this study, we conducted a systematic and in-depth analysis of the blood samples of the three key stages of the yak breeding anestrus, estrus and pregnancy, focusing on the dynamic changes of steroid hormone metabolites and related gene expression, so as to explore the complex molecular regulatory mechanisms and their interrelationships in these three periods. First of all, the significant association of *SLC25A39* gene in the dark grey module has aroused deep concern and research interest in the functional attributes of *SLC25A39* gene in this special physiological stage during the critical period of anestrus, when the reproductive activity is relatively static and the body is in a critical period of recuperation and energy storage (35). During this period, the expression pattern of *SLC25A39* gene and its close association with the dark grey module suggest that this gene may play an indispensable role in regulating steroid hormone homeostasis and physiological preparation during anestrus, thus guiding us to further explore its special biological function and potential regulatory mechanism during anestrus. 

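*SLC25A39* (*ENSBGRG00000025643*, chromosome 19, 21722191 to 21727403, plus strand) had 145 to 1261 CPM in Y-A, with a mean of 583 ± 479 CPM (SD, n = 6). It had 83.9 ± 17.1 CPM in Y-E (SD, n = 5) and 69.2 ± 20.2 CPM in Y-P (SD, n = 6). Y-E replicate 6, which the paper leaves out on grounds it does not give, had 616 CPM. The log2 fold change in Y-E vs. Y-A was −2.80 over the 17 libraries (SE 0.48, adjusted p = 0.0194, edgeR), and not past the threshold with the replicate block (−2.43, adjusted p = 0.059; 2.96e-06 to 0.999 over the alternatives tried). Over all 18 libraries it was −1.76 (SE 0.60, adjusted p = 0.532). In Y-P vs. Y-A it was −3.08 in both sets (SE 0.45 and 0.63; adjusted p = 0.0013 and 0.00989). Between Y-P and Y-E *SLC25A39* was not past the threshold in either set, with log2 fold changes of −0.28 over the 17 libraries and −1.32 over the 18 (adjusted p = 0.734 and 0.142). Whether it changed between these stages thus stays undecided. From the expression pattern of *SLC25A39* and its association with the dark grey module, the paper proposes a role of this gene in steroid hormone homeostasis during anestrus.

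**Figure D5:**
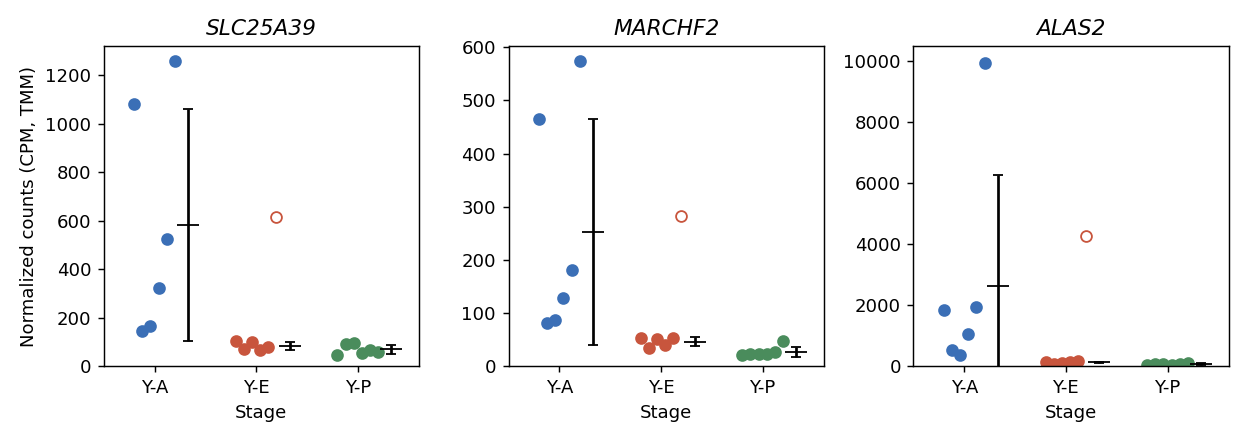
Normalized level of *SLC25A39*, *MARCHF2* and *ALAS2* (CPM after TMM normalization) in each library by stage, with lines and error bars for the mean and SD of the 17 libraries (the error bar of *ALAS2* in Y-A reaches under 0 and is not drawn there) and an open circle for Y-E replicate 6. In each panel the open circle, at 616, 283 and 4261 CPM, lies among the Y-A libraries and above the other Y-E libraries.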

The mitochondrial ADP/ATP carrier encoded by *SLC25A39* plays a bridge role in cell energy metabolism (36, 37). In particular, it is closely related to the tricarboxylic acid cycle and oxidative phosphorylation process. The regulation of its expression level may directly affect the energy supply required for glucocorticoid synthesis (18, 38).

In the anestrus, the expression change of SLC25A39 may be to adjust the biosynthesis rate of glucocorticoids to achieve the appropriate hormone level required for the beginning of the next stage of estrus. Glucocorticoids play an important role in regulating immune response (39), stress response (40) and metabolism (41). The expression of *SLC25A39* in anestrus may be indirectly involved in regulating immune homeostasis, reducing non-essential stress and maintaining physiological preparation during the intermittent period of reproductive cycle. In-depth study of the spatial and temporal expression characteristics of *SLC25A39* in different tissues or cell types during anestrus and its interaction with key enzymes in glucocorticoid biosynthesis will help to reveal its precise regulatory mechanism at the beginning of the reproductive cycle. During estrus, the expression of *MARCHF2* gene and the level of dehydroepiandrosterone (DHEA) were significantly increased, revealing that they play a key role in the fluctuation of reproductive hormones and the activation of reproductive system. 

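*MARCHF2* (*ENSBGRG00000025151*, chromosome 8, 17751930 to 17763207, plus strand) had 253 ± 213 CPM in Y-A (SD, n = 6), 46.5 ± 8.26 CPM in Y-E (SD, n = 5) and 27.0 ± 9.77 CPM in Y-P (SD, n = 6). In Y-E replicate 6, the library without an entry or an explanation in the study's tables, it was at 283 CPM. The log2 fold change in Y-E vs. Y-A was −2.44 over the 17 libraries (SE 0.46, adjusted p = 0.0409, edgeR) and −1.55 over the 18 (SE 0.55, adjusted p = 0.572), so *MARCHF2* was lower in estrus than in anestrus in both sets, and past the threshold only without Y-E replicate 6. In Y-P vs. Y-A it was −3.22 in both sets (adjusted p = 0.000686 and 0.00625). From Y-E to Y-P it changed by −0.78 over the 17 libraries (adjusted p = 0.249) and −1.67 over the 18 (adjusted p = 0.0509). With the replicate block the Y-P vs. Y-E values passed the threshold in both sets, at −1.03 over the 17 (adjusted p = 0.0374) and −1.22 over the 18 (adjusted p = 0.0165), where the alternatives tried spanned 0.00744 to 0.257.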

Estrus is a critical time when reproductive hormones fluctuate violently and the reproductive system is rapidly activated (42). *MARCHF2*, as an E3 ubiquitin ligase, may be directly involved in the ubiquitination process of hormone receptors, thereby affecting the endocytosis, degradation and functional activity of steroid hormone receptors (43). During estrus, the up-regulation of *MARCHF2* may help to regulate the turnover rate of steroid hormone receptors and ensure the effective transmission of reproductive hormone signals to adapt to the rapidly changing hormone requirements during follicular development, ovulation and corpus luteum formation. At the same time, DHEA is an important steroid hormone precursor, and its increase during estrus reflects its core position in the rapid synthesis of active sex hormones such as testosterone and estradiol. Specifically, DHEA may effectively supplement the sex hormone pool by participating in biochemical pathways such as cholesterol side chain cleavage and 17α-hydroxylation to meet the needs of reproductive activities during estrus (44, 45). In-depth study of the specific regulatory mechanism of *MARCHF2* on hormone receptors and the role of DHEA in the steroid hormone synthesis pathway will help to reveal the complexity and accuracy of the reproductive endocrine regulatory network during estrus. The down-regulation of glucocorticoid hormones such as aldosterone and cortisone during pregnancy reflects subtle adjustments in maternal immune and nutritional allocation strategies (46). These glucocorticoids are involved in the regulation of physiological processes such as salt and water balance, glycogen metabolism and inflammatory response (47). During pregnancy, appropriate reduction of glucocorticoid levels helps to prevent excessive immunosuppression and stress response, thereby maintaining the balance of maternal and fetal immune tolerance and ensuring the normal development of the fetus (48). At the same time, DHEA still maintains a high level during pregnancy, which may be because it not only acts as a precursor of sex hormones, but also indirectly supports fetal development and maintains hormone homeostasis during pregnancy by participating in the regulation of lipid metabolism, glucose metabolism, and antioxidant defense. Specifically, DHEA may have a positive impact on maternal and fetal nutritional supply and physiological homeostasis by affecting insulin sensitivity, lipid metabolism and antioxidant enzyme activity. The in-depth study of the specific functional pathways of these hormones during pregnancy will contribute to a more comprehensive understanding of the complex regulatory mechanisms of the reproductive endocrine system during pregnancy.

In summary, through the comprehensive analysis of steroid hormone metabolites and gene expression data during anestrus, estrus and pregnancy, the special roles of genes such as *SLC25A39* and *MARCHF2* in different reproductive stages were revealed, as well as the dynamic changes and correlations of hormones such as DHEA, aldosterone and cortisone in the regulation of reproductive cycle. It is recommended that future research focus on further elucidation of the specific mechanisms by which these genes and hormones function within reproductive regulatory networks. Such research should include an analysis of their upstream regulatory elements, downstream effector targets, and synergistic or antagonistic relationships with other reproductive hormones. Subsequent research endeavours will concentrate on the functional validation of key candidate genes. This will be achieved by identifying and validating blood biomarkers for early pregnancy or estrus detection, based on metabolomic and gene expression profiling. This study will greatly enrich and improve the theoretical system of yak reproductive biology, and provide a more solid scientific basis for improving the reproductive performance of yak, formulating effective reproductive management strategies, and preventing and treating reproductive disorders. At the same time, these research results may also bring reference and inspiration for the study of reproductive biology of other mammals.

## 5 Conclusion

In this study, by analysing the changes of steroid hormone metabolism and gene expression in blood samples at different stages of yak breeding cycle, DEGs (*PDK4*, *ALAS2*, *GLP1R*, *SLC25A39*, *PGAP6*, *FOS*, *CD36*, *MMP9*, *BCL-6*, etc.) were identified. It plays a key role in ovarian function, follicular development, hormone homeostasis and energy metabolism. Functional annotation and enrichment analysis showed that DEGs were involved in ovarian angiogenesis, hormone synthesis and follicular development. It is revealed that *SLC25A39* is involved in the regulation of energy metabolism and glucocorticoid homeostasis during anestrus. *MARCHF2* and DHEA play a role in reproductive hormone fluctuation and system activation during estrus. Glucocorticoids and DHEA during pregnancy play a key role in maintaining hormone homeostasis and immune tolerance.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/, GSE282450.

# Supplementary material for: Analysis of transcriptome and metabolome characteristics of blood in yaks at different reproductive stages
**Source:** Front Vet Sci. 2025 Oct 17;12:1633877. doi: 10.3389/fvets.2025.1633877
**Supplement:** Supplementary file 5

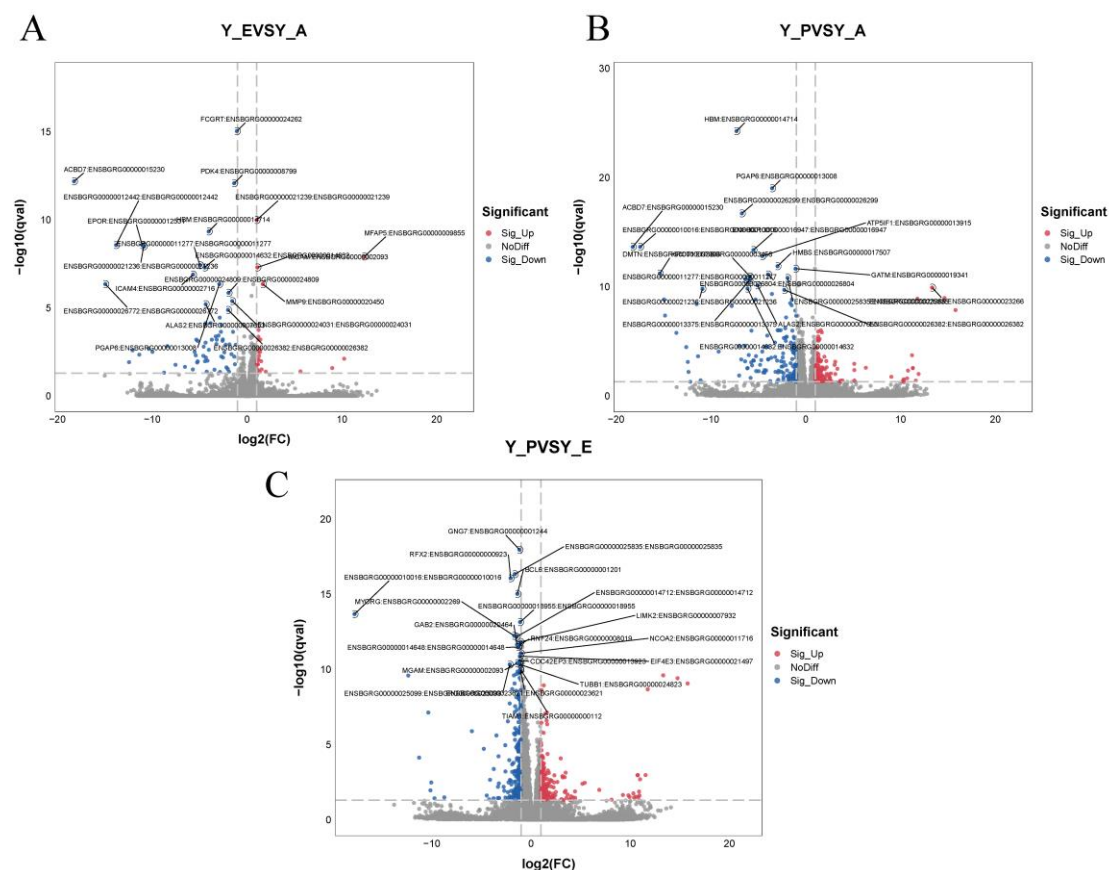

**Figure. S1. Volcano map of differentially expressed genes. (A) Y-E vs Y-A, (B) Y-P vs Y-A (C) Y-P vs Y-E.**

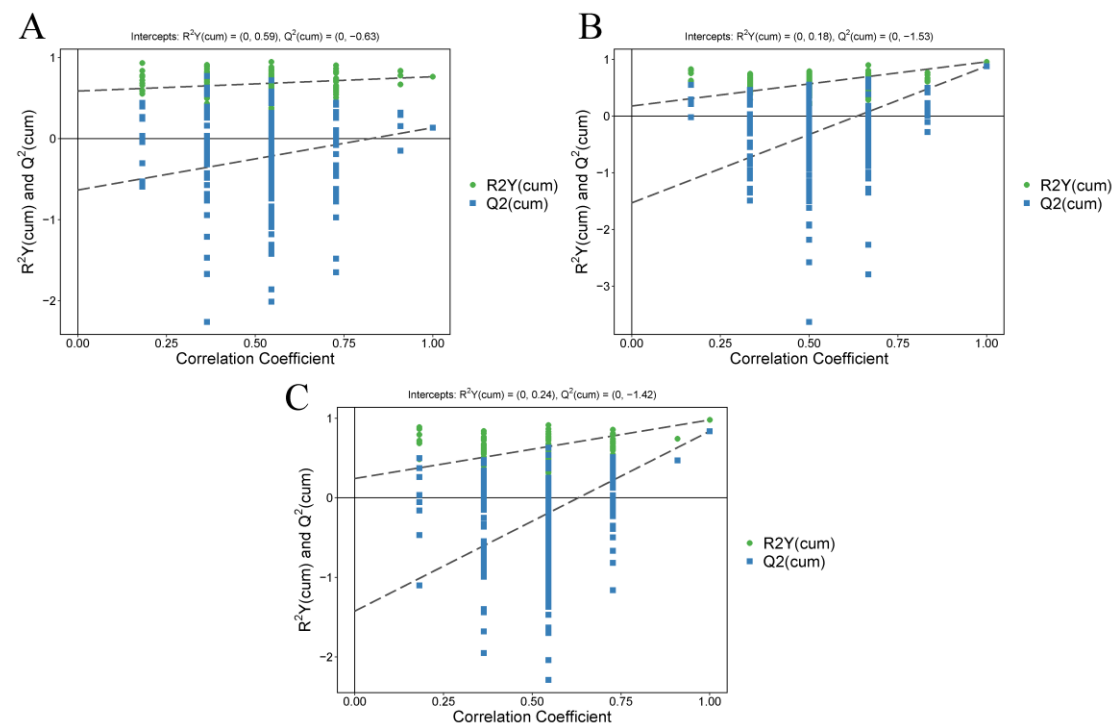

**Figure. S2. Permutation test of OPLS-DA model. (A) Y-E vs Y-A, (B) Y-P vs Y-A (C) Y-P vs Y-E.**

How the deposited data were processed for this re-analysis (not part of the article)

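The transcriptome of whole blood was measured in 18 libraries, 6 from each of the 3 stages Y-A, Y-E and Y-P. The study followed 6 cows, and the libraries of each stage carry the numbers 1 to 6. Each library was assigned to its stage by the name of its column in the deposited table and by the sample title, which gave the same stage for every library. Of the 18 libraries, 17 have an entry in Supplementary Tables S3 and S4. Y-E replicate 6 has none, although the paper's text speaks of 18 samples, so the main results were computed over the 17 and over the 18 libraries. Most alternatives, the splits of the libraries and the search for libraries that stand apart were run only with Y-E replicate 6 included.

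The authors trimmed the reads (with Cutadapt according to the methods and Fastp according to the results), aligned them with HISAT2 to the *Bos grunniens* genome under Ensembl gene identifiers, assembled transcripts with StringTie, merged them with gffcompare, and estimated expression with StringTie and ballgown. From these steps the authors deposited FPKM values, fragments scaled by exon length and mapped reads, for each gene and library. The authors also deposited counts: whole numbers that were not normalized. The paper's text does not say how the count columns were made. The table lists 20607 genes, each with at least 1 count in some library, with GO terms for 14987 of them and KEGG pathways for 8737. Of the gene names, 599 belong to more than 1 identifier, so genes were tested by identifier. The part of Supplementary Table S4 at hand, 695 genes, holds the same counts for the 17 libraries, with 0 cells that differ. The counts of a library came to 81.7% to 101% of the valid reads that Supplementary Table S3 gives for it. For Y-P replicate 5 the counts thus exceed those reads, although the paper states that uniquely mapped reads were used. The counts were tested as they are.

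Each library holds at least 30247267 counts. A count of 3 was taken as the floor of detection, since this is the upper 95% limit that an observed count of 0 allows, and genes at or under it are described by their counts. The SDs and SEs beside the results cover the spread between animals, while the Wilson intervals cover counting only.

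Differential expression was tested in R 4.3.3 with edgeR 4.0.16: TMM normalization, genes kept by filterByExpr, a quasi-likelihood fit with stage as the only factor over all 3 stages, and a two-sided test of each of the 3 comparisons. The p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the study. Levels are given as CPM after TMM normalization, computed from the deposited counts, as mean ± SD within a stage.

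The correlations between libraries, the principal components and the FPKM classes used the deposited FPKM without a transformation, since the paper names none. The separation of the stages was tested by 100000 permutations of the stage labels. Enrichment was tested with the annotation of the deposited table by Fisher's exact test. The genes drawn in Figures 5A–C stand for the modules, which were not rebuilt. Their score in a library is the mean z-score of log2(FPKM + 1). The scores were compared between stages by exact permutation tests and correlated with the log2 hormone concentrations of Supplementary Table S1 for the library of the same name. These parts were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the figures drawn with matplotlib 3.10.9.

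Lists of genes for reticulocytes, neutrophils, T cells, B cells, platelets, the interferon response and the immediate-early response were written from general knowledge, without looking at the values. Each library was scored by the mean z-score of log2 CPM over the tested genes of a list, and stages were compared by two-sided exact permutation tests with Benjamini-Hochberg adjustment over the 21 combinations of list and comparison. The closing section gives the results.

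The genes named singly were set by a rule: every gene the study names in its text, and in each comparison the 3 higher and the 3 lower genes with the smallest adjusted p among calls whose direction is the same in every fit that leaves out 1 library. The genes of Figure 5 and of the lists were treated as sets, with single members given only as examples of the highest mean level. Genes named outside this rule are marked as such.

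The replicate numbers were treated as marking the animals, because the paper states that the blood of the same cows was followed and that samples were tracked. This was checked on the data. The correlation of the deviations from the stage means between libraries with the same number ran from 0.0632 to 0.708 for Y-A and Y-E, from −0.101 to 0.560 for Y-A and Y-P, and from −0.0793 to 0.556 for Y-E and Y-P, so that not every pair deviates together over all genes. The main test has no block for the animal, since the methods of the study name none, and a fit with the replicate number as a block was made as an alternative.

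The tests were tested on simulated data: counts for the real genes were drawn from the means and library sizes of the real libraries, with 200 genes changed between Y-P and the other stages by known folds. Apart from these changes, all libraries shared 1 mean per gene, with no effect of the animal and no library like Y-E replicate 6. Only genes above a minimum mean count were changed, and only by folds beyond the calling threshold. The simulation thus cannot show how the tests behave with folds near the threshold, paired animals or an outlying library. Among the 14285 genes kept by the filter, edgeR called 179 of the changed genes in Y-P vs. Y-A and 184 in Y-P vs. Y-E, with 7 and 2 unchanged genes, and none in Y-E vs. Y-A, where nothing had been changed. Without the sixth Y-E library it called 178 and 182 of them, with 6 and 4 unchanged genes among 14387. DESeq2 1.42.0 called 189 in each Y-P comparison, with 20 and 21 unchanged genes, and 4 unchanged genes in Y-E vs. Y-A. In Y-P vs. Y-A limma 3.58.1 called 173 changed and 4 unchanged genes among 14040.

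Alternatives changed 1 choice at a time: the test (DESeq2; limma on log2 FPKM with a pseudocount of 1 or 0.1 for genes with a mean FPKM of at least 0.3, or for all genes), the low-count filter (none, or at least 10 counts in every library), the normalization (relative log expression, upper quartile, library size only, hemoglobin genes left out), the fit (only the 2 stages compared, or the replicate number as a block), the fold threshold, and the libraries, each left out in turn. For enrichment they were the background, the calls and the rotation test fry of limma. For scores and classes they were the scale, the averaging, centring on the stage mean and the treatment of hormones that were not detected. Further alternatives were added later, among them the score of 22 reticulocyte genes as a covariate. The closing section gives their effect.

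Not analysed here were the modules of the network analysis, transcripts within genes, and the hormone values by themselves. The assembly and the read alignment were taken over as they are.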

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

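Among the tests in this part, whether Y-E replicate 6 is an anestrus library and whether red blood cell RNA lies behind the network of Fig. 5A were set up before their results were seen, while the tests on the animal, on immature red blood cells and on counts near the floor were chosen only after the result was seen. Within each stage, the highest and the lowest library were compared with the others by Dixon's ratio of the gap to the range, at its 95% critical value. Of 83 groups over 30 measures, 17 held a library this far from the others, where chance gives 4.15, and in 11 of the 17 that library was Y-E replicate 6.

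Y-E replicate 6 stands apart from the other 5 Y-E libraries in its red blood cell transcripts. The hemoglobin complex genes took 8.36% of its counts and at most 0.713% elsewhere in Y-E. Its score was 1.22 for the reticulocyte list (next highest −0.00455), 1.35 for the Fig. 5A genes (next −0.384) and 0.394 for the Fig. 5C genes (next −0.265). On the log2(FPKM + 1) scale it had 10.95 for *ALAS2* (next 6.13), 8.24 for *SLC25A39* (5.62), 5.94 for *PGAP6* (3.76), 7.33 for *MARCHF2* (4.90), 2.61 for *ENSBGRG00000026772* (0) and 8.53 for *ENSBGRG00000026382* (6.62). Its total of 46404156 counts was also far above the next Y-E library, with 34960163. The paper's text has the correlations and principal components run on 18 samples, while its Figs 2A,B and Supplementary Tables S3 and S4 show 17 libraries, without this one. In it, the hemoglobin gene *ENSBGRG00000014632* had an FPKM of 54562, against 543 to 4400 in the other Y-E libraries, 178 to 2481 in Y-P and 18643 to 107790 in Y-A.

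A sample from another animal is argued against: over 44 genes whose level follows the replicate number in Y-A and Y-P, Y-E replicate 6 had r = 0.886 with number 6 and at most −0.00828 with any other number. Whether the library is an anestrus sample under an estrus label cannot be told apart from an estrus sample with unusual red blood cell content. On a scale from the Y-A mean (0) to the Y-E mean (1), over 300 genes chosen without replicate 6 and without those that follow hemoglobin, it lay at 0.331. The Y-A libraries lay from −0.000808 to 0.687 and the other Y-E libraries from 0.359 to 1.15, so the ranges overlap and leave the question open. RNA of immature red blood cells may be what sets the library apart in its red blood cell transcripts. The reticulocyte list without its hemoglobin genes scored 1.24 in it, against −0.584 to −0.00528 in the other Y-E libraries. Of the 22 genes, 16 were above all of these libraries. Y-A ranged from −0.348 to 2.01. In Y-E replicate 6 the neutrophil score, −0.0688, lay under the other Y-E libraries (0.473 to 0.879) and the Fig. 5B score, 0.755, above them (−1.27 to −0.167). The B cell score was the lowest, at −1.65 (next −1.34), and none of these differences passed Dixon's ratio. Red blood cell RNA was not tested as their source. T cell, platelet, interferon-stimulated and immediate-early scores lay within the range of the other Y-E libraries. The libraries numbered 6 had the highest hemoglobin share in each stage, 16.7% in Y-A, 8.36% in Y-E and 0.376% in Y-P. Their reticulocyte score was the highest in Y-A (1.99) and Y-E (1.22), but not in Y-P (−0.280, against −0.260 in Y-P replicate 1). Why this cow would have carried more red blood cell RNA at estrus is not given by the design, and no biological explanation was tested. The depth of the library was not tested as a source, and the scores and shares are scaled for it.

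In pregnancy, Y-P replicate 6 had the highest hemoglobin share, 0.376% (95% Wilson interval 0.374% to 0.378%; next 0.117%), and the highest *MARCHF2*, 4.96 on the log2(FPKM + 1) scale (next 4.11). *MARCHF2* is drawn in Fig. 5A. So is the hemoglobin gene *ENSBGRG00000014632*, which means that the Fig. 5A score is not independent of the hemoglobin share. Within Y-P, the hemoglobin share had r = 0.926 with *MARCHF2* (n = 6, exact permutation p = 0.0958, two-sided) and r = 0.732 with the Fig. 5A score (exact permutation p = 0.0222), but 0.0805 and −0.154 without Y-P replicates 6 and 2, so the relation rests on these libraries. The reticulocyte list had r = −0.256 with the Fig. 5A score there (exact permutation p = 0.563). Within Y-A, the hemoglobin share had r = 0.977 with *MARCHF2* and 0.978 with the Fig. 5A score (n = 6, exact permutation p = 0.00139 each). These r were 0.886 and 0.823 without Y-A replicates 6 and 1. Within Y-E without replicate 6 they were 0.833 and 0.897 (n = 5, exact permutation p = 0.0583 and 0.1). The relation was thus seen in Y-A. In Y-P, red blood cell RNA is neither shown nor excluded as the source, and no biological explanation was tested.

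The interferon-stimulated list was high in Y-P replicate 4, at 1.33 (next −0.0448). No technical explanation was tested for it. The design names no infection, and the hormones given to synchronize estrus were not tested as a source. No biological explanation was tested either. For *BCL6*, Y-A replicate 5 was the highest at 7.06 (next 6.56), and for *RARA*, Y-A replicate 6 the lowest at 7.35 (next 7.50), on the log2(FPKM + 1) scale. No explanation was tested for these values, and about as many single libraries would stand apart by chance.

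For the Fig. 5C genes, Y-A replicate 3 scored 0.248 (next −0.311). Counts near the floor may account for such a value, since 11 of the 15 genes have a median count of 3 or fewer in every stage, where a few reads move a z-score far.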

How the results depend on the processing

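The alternatives named in the processing summary were set before the data were examined, apart from the combination of the replicate block with the 17 libraries, the block for the separation, the scores and the hormones, the reticulocyte score as a covariate, the fits in the 17 libraries, values above 0 counted separately, centring without Y-E replicate 6 and fry with the block or without that library, which were chosen after seeing the data. Enrichment of the calls made with the replicate block was also added after seeing the data. The values below are those over all 18 libraries unless a setting says otherwise, and for each change the cause was not tested, except where the setting itself removes libraries, thresholds or genes.

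Some results kept their direction and their side of the threshold under every alternative run for them. The separation of the stages ranged from 0.00450 to 0.349 on the scales tried, the Fig. 5A difference for Y-A from 1.12 to 1.46, the Fig. 5B difference for Y-P from 0.912 to 1.59, and that for Y-E from −0.944 to −0.561 without passing 0.05. Of the log2 fold changes of named genes, 12 kept both and 27 did not under at least 1 setting; over all settings 627 values were the same, 27 passed in addition, 28 no longer passed and 9 changed sign. Of the adjusted p values of the study's terms 17 kept their side and 21 did not (341 values the same, 50 newly past, 25 no longer past). Of the list differences 8 kept both and 13 did not (116 the same, 3 newly past, 19 no longer past, 9 with another sign), and of the r values with hormones 4 and 8 (89 the same, 6 newly past, 9 with another sign).

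The number of differentially expressed genes was 2 in Y-E vs. Y-A, 208 in Y-P vs. Y-A and 387 in Y-P vs. Y-E. With DESeq2, Y-E vs. Y-A gave 9 genes, and the study's terms past the threshold fell to 3 from 6. With limma on log2(FPKM + 1), Y-P vs. Y-A gave 136 and Y-P vs. Y-E 151, and the log2 fold change of FOS Y-E vs Y-A, −0.02, turned to 0.0291. With all genes in that fit, the 3 comparisons gave 1, 112 and 133 genes, with *FOS* at 0.0291. With log2(FPKM + 0.1), Y-P vs. Y-A gave 316 genes and *FOS* was at 0.0320. Without the fold threshold, Y-P vs. Y-A gave 846 genes, Y-P vs. Y-E 2096, and 2 of the study's terms passed. With the library size only, *FOS* was at 0.00807.

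With the replicate block, Y-E vs. Y-A gave 11 genes and the log2 fold change of FOS Y-E vs Y-A was 0.0270. None of the 21 list comparisons passed after adjustment (7 unadjusted p under 0.05), where 7 passed without it; the exact sign-flip test on 6 pairs cannot give a p under 0.0312, so this says nothing about the size of the differences. With the block and without Y-E replicate 6, the values were 34 genes, 0.12 for *FOS* and 0 lists (4 unadjusted). The block was also run by exact permutation within replicate numbers, a test chosen after seeing the values. The separation of the stages had an exact permutation p of 0.000129 in both sets, at 0.282 and, without Y-E replicate 6, 0.349. The Fig. 5A difference for Y-A had an exact p of 0.00137 over the 18 libraries and 0.00206 over the 17, the Fig. 5B difference for Y-P 0.00960 and 0.0103, and that for Y-E 0.156 and 0.128 (exact), with Y-E lower than the mean of the other stages in 5 of 6 and 5 of 5 numbers. The Fig. 5C difference for Y-P passed 0.05 over the 18 libraries (0.750, exact p = 0.0453) and not over the 17 (0.850, exact p = 0.0679). Of the 12 hormone relations 10 could be run with the block, and 0 passed in either set (3 and 4 unadjusted). With the calls of the block, the KEGG pathways of any kind past adjustment fell from 8 to 1 in Y-P vs. Y-A in both sets and from 3 to 0 in Y-P vs. Y-E over the 17 libraries. Apart from these and the changes printed at the claims, no other change of a call given there was found. No paired analysis was possible for the FPKM classes because they come from no test.

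With the reticulocyte score as a covariate, Y-P vs. Y-A gave 101 genes and the log2 fold change of FOS Y-E vs Y-A was 0.13. With the covariate and the replicate block, Y-E vs. Y-A gave 0 genes (784 unadjusted p under 0.05), Y-P vs. Y-A 24, and *FOS* was at 0.0505. *FCGRT* and *PDK4*, the 2 calls of Y-E vs. Y-A, were lost in that fit, and *PDK4* also with limma on all genes.

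In the 17 libraries, 12 settings were tried after the study's numbers had been seen. In Y-E vs. Y-A, DESeq2 for each comparison without independent filtering or the count outlier rule gave 94 genes with its own fold and 93 with the ratio of mean FPKM, the default DESeq2 gave 42 and 41, and DESeq2 without independent filtering alone 80. With the 3 stages in one fit DESeq2 gave 78. The edgeR exact test gave 76 and 75 with TMM and 87 and 85 with the library size only, and the edgeR likelihood ratio test 84 and 83. The settings with over 1.5 times the 208 genes in Y-P vs. Y-A were DESeq2 without independent filtering or the count outlier rule (322, and 319 with the ratio of mean FPKM), the edgeR likelihood ratio test with its own fold (319) and DESeq2 with 3 stages in one fit (318).

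Of the FPKM classes, the share from 0.3 to 15 was 40.5% in Y-P alone, against 41.6%. Counting the values above 0 separately in the 17 libraries gave 17.3%, 51.9%, 22.3% and 8.41% for the 4 classes, since the values of 0 fall out of the lowest class. For the study's terms, the calls of DESeq2 with the ratio of mean FPKM put 11 past the threshold, fry 11, fry with the replicate block 16 and fry without Y-E replicate 6 13.

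Setting hormones that were not detected to 0.5 of the lowest value put 2 of the 12 hormone relations past the threshold, against 0 (6 unadjusted), and turned r of Fig. 5C and testosterone from −0.454 to 0.274. Centred on the stage means, r of the Fig. 5C score changed sign for 17α-hydroxyprogesterone (0.193 to −0.365), androstenedione (0.159 to −0.452) and dehydroepiandrosterone (0.142 to −0.554), and without Y-E replicate 6 the centred values were −0.342, −0.453 and −0.538. On the log2(FPKM + 1) scale the interferon-stimulated list was at 0.0930 in Y-P vs. Y-A and 0.184 in Y-P vs. Y-E, and the immediate-early list at 0.186 in Y-P vs. Y-E, where log2 CPM gave −0.234, −0.105 and −0.0904. With the hemoglobin genes out of the library size, the T cell list in Y-E vs. Y-A was at −0.00905 against 0.0641.

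Across the 18 fits that each left out 1 library, Y-E vs. Y-A ranged from 2 to 18 genes (without Y-E replicate 6), Y-P vs. Y-A from 110 (without Y-P replicate 2) to 229 (without Y-E replicate 6) and Y-P vs. Y-E from 289 (without Y-E replicate 3) to 476 (without Y-E replicate 4). The study's terms past the threshold ranged from 3 (without Y-P replicate 1 or 6) to 9 (without Y-E replicate 6), the list comparisons from 4 (without Y-P replicate 2 or 5) to 8 (without Y-E replicate 6), and the hormone relations from 0 to 2 (without Y-E replicate 6). The Fig. 5C difference for Y-P ranged from 0.537 (without Y-P replicate 6) to 0.906 (without Y-P replicate 3), with 5 of the fits past 0.05. *FOS* in Y-E vs. Y-A ranged from −0.10 to 0.14 (without Y-A replicate 6). The r of Fig5C and 17α-Hydroxyprogesterone ranged from −0.0644 to 0.256 and that with androstenedione from −0.166 to 0.359, both lowest without Y-P replicate 6. The T cell list Y-E vs Y-A ranged from −0.0266 (without Y-E replicate 1) to 0.153. The interferon-stimulated list ranged from −0.267 to 0.281 in Y-E vs. Y-A and from −0.544 to 0.175 in Y-P vs. Y-A, both highest without Y-A replicate 1, and from −0.395 to 0.0314 (without Y-E replicate 5) in Y-P vs. Y-E. The immediate-early list Y-P vs Y-E ranged from −0.216 to 0.00751 (without Y-P replicate 3).

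The depth limits 1 group of results: genes whose counts lie at or under the floor, among them 11 of the 15 Fig. 5C genes, where a difference between the stages could be missed.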

Differences from the paper's values

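The alternatives named here were set before the data were examined, unless a sentence says that a setting was chosen after seeing the values. A gap is called closed where neither value is more than 1.5 times the other, so a value that closes a gap can still lie well above or below the paper's.

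For Y-E vs. Y-A, 2 genes were called over all 18 libraries, 0 higher and 2 lower, with 900 genes at an unadjusted p under 0.05. The paper's values are 93, 26 and 67. None of the 31 alternatives for this comparison closed the gap, with 1 to 18 genes in all, 0 to 3 higher and 1 to 15 lower.

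For Y-P vs. Y-A, 208 genes were called, against the paper's 319. The gap closed with DESeq2 (297 genes), the library size only (261), limma on log2(FPKM + 0.1) (316), the replicate block (256), and without Y-A replicate 2 (220), Y-A replicate 3 (219), Y-P replicate 1 (225) or Y-E replicate 6 (229). It did not close with the other 23 alternatives, and the range over all 31 was 110 to 846. The higher genes numbered 50, against the paper's 159. The library size only (145) and limma on log2(FPKM + 0.1) (214) closed this gap and the other 29 did not, within a range of 24 to 322.

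For Y-P vs. Y-E, 65 genes were higher, against the paper's 218. Of the 31 alternatives only limma on log2(FPKM + 0.1), with 194, closed the gap, within a range of 36 to 837. The lower genes numbered 322, against the paper's 204. This gap closed under 13 alternatives: no low-count filter (293), upper quartile normalization (303), library size only, the hemoglobin genes left out, only the 2 stages compared, limma on log2(FPKM + 0.1), and without Y-E replicate 2, 3 or 5 or Y-P replicate 2, 3, 4 or 5. It did not close under the other 18, and the range was 70 to 1259.

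One setting reached all 9 of the paper's numbers of genes and was chosen after seeing the values: DESeq2 for each comparison in the 17 libraries, without independent filtering or the count outlier rule, with the ratio of mean FPKM as the fold, which gave 93 genes (26 and 67), 319 (159 and 160) and 422 (218 and 204). It was 1 of 12 settings tried in those libraries, and the edgeR likelihood ratio test with TMM and its own fold, also chosen after seeing the values, gave the same 319 for Y-P vs. Y-A. The calls of the first setting shared 18, 178 and 233 genes with the edgeR calls over the 17 libraries, and 2, 165 and 223 with those over all 18.

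The share of genes with a mean FPKM under 0.3 was 33.9%, against the paper's 17.27%. None of the 5 alternatives closed the gap (33.5% to 34.8%). Counting only values above 0, each gene and library separately, in the 17 libraries gave 17.3%, a setting chosen after seeing the values.

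The paper has *MARCHF2* rising at estrus. Its log2 fold change in Y-E vs. Y-A was −1.55 over the 18 libraries, and no setting that was run made it positive. The paper lists *FOS* among the genes found in controls of estrus and diestrus, which was read here as Y-E vs. Y-A. In Y-E vs. Y-A it was called under no setting, with a log2 fold change of −0.02 (adjusted p = 0.999), while it was called in both comparisons with pregnancy. For *CD36*, listed beside it, the call in Y-E vs. Y-A was not made over all 18 libraries and was reached in the 17 libraries with DESeq2 or with the replicate block, settings chosen after seeing the values. The paper has *MMP9* rising at estrus. Its rise over anestrus was called without Y-E replicate 6 and with DESeq2, and in the 17 libraries with DESeq2 or the replicate block (chosen after seeing the values), but not with edgeR over all 18 libraries. The paper relates the turquoise and brown modules to testosterone. The Fig. 5C genes, drawn from these and the dark turquoise module, had a score with r = −0.454 with testosterone over the 6 libraries with a value. All 6 are Y-P libraries, so this r cannot test a relation across the stages. Its sign turned when values not detected were set to 0.5 of the lowest value. *ALX1*, *TENT5B* and *ENSBGRG00000024929*, which the paper places at the centre of a network, had too few counts to be tested.

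Of the terms and pathways the paper lists as enriched, 38 combinations with a comparison could be tested, and 6 passed by Fisher's exact test over all 18 libraries (14 unadjusted). In Y-E vs. Y-A, heme biosynthetic process, oxygen transport, oxygen binding and heme binding passed without Y-E replicate 6. Oxygen transport, oxygen binding and heme binding also passed with the replicate block, a setting chosen for enrichment after seeing the values. Erythrocyte differentiation passed there only with DESeq2 without Y-E replicate 6, in one fit or for each comparison, both chosen after seeing the values. The cGMP-mediated signaling term in Y-P vs. Y-A passed only with the calls of DESeq2 for each comparison with the ratio of mean FPKM, also chosen after seeing the values. The IL-17 signaling pathway passed in Y-P vs. Y-A without Y-P replicate 3, and in Y-P vs. Y-E without Y-E replicate 6, Y-P replicate 2 or Y-P replicate 3, with the rotation test fry, and with that DESeq2 setting (chosen after seeing the values). By fry, complement activation, iron ion binding, and the Relaxin, HIF-1 and VEGF signaling pathways passed in Y-P vs. Y-E, and the HIF-1 signaling pathway in Y-P vs. Y-A. Further pairs passed with settings chosen after seeing the values: iron ion binding in Y-P vs. Y-A with fry with the block or without Y-E replicate 6, the HIF-1 signaling pathway in Y-E vs. Y-A with fry without that library, Progesterone-mediated oocyte maturation in Y-P vs. Y-E with fry with the block, and the PPAR signaling pathway in Y-P vs. Y-E with fry with the block or with that DESeq2 setting. No setting that was run put past the threshold heme binding in Y-P vs. Y-E, iron ion binding or the VEGF signaling pathway in Y-E vs. Y-A, the VEGF signaling pathway in Y-P vs. Y-A, ECM-receptor interaction in Y-E vs. Y-A or Y-P vs. Y-E, the p53, Oxytocin or NF-kappa B signaling pathways, Arginine biosynthesis, the PPAR signaling pathway in the comparisons with Y-A, or Progesterone-mediated oocyte maturation in the comparisons with Y-A. With that DESeq2 setting, chosen after seeing the values, ECM-receptor interaction in Y-E vs. Y-A held 4 called genes of 104 (Fisher's exact test, unadjusted p = 0.00239, adjusted p = 0.128, with 0.128 to 1 over all settings).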

Other observations

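The tests on splits of the libraries, on a lower share of neutrophils, on the interferon response and on red blood cell RNA behind the network were set up before their results were seen; those on immature red blood cells by stage, a few genes taking the counts, handling of the blood, the animal behind the numbers, the floor of the Fig. 5C genes and the scaling were chosen only after the result was seen.

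Other splits of the same libraries into 2 groups of 6 were tested for each comparison. Of the 32 splits that part all 6 same-numbered pairs, as the stages do, 1 in Y-E vs. Y-A, 1 in Y-P vs. Y-A and 1 in Y-P vs. Y-E gave at least as many genes, which is the real one each time. The highest other split gave 0, 2 and 2 genes. Of 68 drawn splits that leave some pairs on one side, 0 gave as many, with at most 1, 45 and 97 genes.

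Libraries with the same number may come from the same animal, as the paper's design has it: of 571 variable genes, 23 follow the number in all 3 stages, against 0.454 on average and at most 13 in 1000 shufflings of the numbers within stages.

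The lists of cell types and responses were compared between the stages by exact permutation tests (two-sided, adjusted over 21 comparisons). Over the 17 libraries 8 comparisons passed, and over the 18 libraries 7. The reticulocyte list (23 genes tested, 20 with a mean FPKM of at least 1, 1 named by the study) differed by −0.804 in Y-E vs. Y-A, −0.937 in Y-P vs. Y-A and −0.132 in Y-P vs. Y-E over the 17 libraries (adjusted p = 0.121, 0.0152 and 0.468, exact), and by −0.499, −0.872 and −0.373 over the 18 (adjusted p = 0.474, 0.0379 and 0.332, exact), with 6 of 23 genes higher in Y-P than in Y-A. The neutrophil list (21 genes, all at that level, 1 named) differed by 0.709, −0.543 and −1.25 over the 17 (adjusted p = 0.0303, 0.0398 and 0.0152, exact) and 0.584, −0.550 and −1.13 over the 18 (adjusted p = 0.0852, 0.0455 and 0.0227, exact), with 4 of 21 genes higher in Y-P than in Y-A and 3 of 21 higher than in Y-E. Y-E replicate 6, left out by the paper without a reason, thus changed the unpaired neutrophil call in Y-E vs. Y-A on the log2 CPM scale. On the log2(FPKM + 1) scale over the 18 libraries that list passed in Y-E vs. Y-A (0.677, adjusted p = 0.0364, exact; 0.0303 to 0.188 over the alternatives) but not in Y-P vs. Y-A (−0.205, adjusted p = 0.532, exact). On that scale the reticulocyte list in Y-P vs. Y-A (−0.655, adjusted p = 0.125, exact) and the platelet list in Y-P vs. Y-E (−0.843, adjusted p = 0.0682, exact) did not pass either. Paired by replicate number over the 18 libraries, the neutrophil list was higher in Y-E than in Y-A in 6 of 6 pairs and the reticulocyte list in 0 of 6 (exact sign-flip p = 0.0312 each, the smallest that 6 pairs can give; adjusted p = 0.0938). The T cell list (19 genes, all at that level, 0 named) differed by 0.0500, 1.13 and 1.08 over the 17 (adjusted p = 0.888, 0.0227 and 0.0273, exact) and 0.0641, 1.14 and 1.07 over the 18 (adjusted p = 0.814, 0.0227 and 0.0227, exact), with 19 of 19 genes higher in Y-P. The platelet list (11 genes, 7 at that level, 0 named) differed by −0.415, −1.41 and −0.992 over the 17 (adjusted p = 0.355, 0.0152 and 0.0325, exact) and −0.314, −1.41 and −1.09 over the 18 (adjusted p = 0.474, 0.0227 and 0.0379, exact), with 0 of 11 genes higher in Y-P. No gene of a list is in another list.

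The B cell list (14 genes, all at that level, 0 named) differed by −0.0578, 0.491 and 0.549 over the 17 libraries and −0.310, 0.458 and 0.768 over the 18, and passed in none of the 3 comparisons (smallest adjusted p 0.468 and 0.332, exact). The interferon-stimulated list (23 genes, all at that level, 0 named) differed by −0.161, −0.233 and −0.0726 over the 17 and −0.129, −0.234 and −0.105 over the 18. The immediate-early list (28 genes, 26 at that level, 4 named) differed by 0.235, 0.150 and −0.0848 over the 17 and 0.261, 0.170 and −0.0904 over the 18. For the latter lists the smallest adjusted p over the 18 libraries was 0.814 and 0.401 (exact). The mean FPKM of the most abundant genes in Y-A, in Y-E without replicate 6 and in Y-P was 1128, 55.0 and 33.1 for *ALAS2* and 108, 6.53 and 0.678 for *HBM* (reticulocyte), 3098, 5362 and 1858 for *S100A12* (neutrophil), 155, 169 and 246 for *CD3D* (T cell), 326, 321 and 465 for *CD79A* (B cell), 229, 209 and 213 for *F13A1* (platelet), 701, 639 and 637 for *IFIT1* (interferon) and 322, 411 and 354 for *MCL1* (immediate-early).

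Genes of red blood cells were higher in Y-A than in Y-P. A few genes taking most of the counts are argued against as the reason: with the hemoglobin genes out of the library size and out of the list, the other 22 reticulocyte genes still differed by −0.817 (exact permutation p = 0.0216, two-sided, not adjusted), and edgeR without the hemoglobin genes called 8 of the 22 lower in Y-P and 0 higher, against 0.237 lower by chance. On the log2(FPKM + 1) scale, where hemoglobin stays in the library size, the same 22 genes differed by −0.584 (exact permutation p = 0.104). A higher share of immature red blood cells in Y-A blood stays open as a candidate explanation, since the list without hemoglobin genes differed by −0.812 (exact permutation p = 0.0238, two-sided) with 16 of 22 genes lower in Y-P. Cell counts were not used here, and an effect of season, age or feeding between the stages is confounded with them and untested. The same may hold for the progesterone, cloprostenol and GnRH given to synchronize estrus, since the paper does not date the draws against them.

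A lower share of neutrophils in Y-P blood could by itself make neutrophil genes lower in Y-P than in Y-E, but it would raise the lists of the other cells alike. The platelet list was lower as well, at −1.09, while the T cell list was higher, which argues against this explanation alone. A higher share of T cells, or a change within cells, stays open, and the stage itself remains a biological explanation that was not tested apart from these.

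Whether the blood of pregnancy shows an interferon response cannot be told apart from no response: the difference in Y-P vs. Y-A was −0.234, with an SD of 0.753 within Y-P and 1.09 within Y-A, and its sign turned on the log2(FPKM + 1) scale. A response to blood collection and handling could lie behind the immediate-early genes, among them *FOS*. The SD of that list's score among the Y-P libraries was 0.661, against 0.354 in Y-A. Y-P replicates 2 and 6 scored 0.915 and 0.832, while the other Y-P libraries lay from −0.505 to −0.299. A rise of the list was thus not shared by all Y-P libraries. The same replicates had the highest Fig. 5C scores, 1.94 and 2.36, and the Fig. 5C genes include *DUSP1* of this list. Nothing in the design separates handling from stage, so the explanations cannot be told apart.

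The network of Fig. 5A may reflect red blood cell RNA, and the hemoglobin gene *ENSBGRG00000014632* is among its genes. Within Y-A, the score of its genes and the reticulocyte list, 16 and 22 genes after leaving out the 1 they share, had r = 0.895 (n = 6, exact permutation p = 0.00278; Spearman's rho 0.943, exact permutation p = 0.0167), and r = 0.920 without Y-A replicates 6 and 3, the libraries farthest from the median. In the other stages r was 0.981 in Y-E (exact permutation p = 0.00972), 0.791 in Y-E without replicate 6 (exact permutation p = 0.0917) and −0.256 in Y-P (exact permutation p = 0.563), so the relation was not seen in pregnancy. The test runs within 1 stage, so differences between the stages do not enter it, while a link of red blood cell formation to glucocorticoids in the animal stays open and untested.

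The Fig. 5C genes lie near the floor, and their differences may rest on few reads: 11 of the 15 have a median count of 3 or fewer in every stage, 4 passed the low-count filter, and 4 reach 4 counts only in Y-P replicate 2 or Y-P replicate 6. No biological explanation was tested.

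The balance of higher and lower calls depends on the scaling and may reflect it: in Y-P vs. Y-A, 55.6% of the calls were higher with the library size only, against 24.0% after TMM normalization. Which scaling is closer to the RNA content of the blood was not tested.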
